# Global identification of the genetic networks and *cis*-regulatory elements of the cold response in zebrafish

**DOI:** 10.1093/nar/gkv780

**Published:** 2015-07-30

**Authors:** Peng Hu, Mingli Liu, Dong Zhang, Jinfeng Wang, Hongbo Niu, Yimeng Liu, Zhichao Wu, Bingshe Han, Wanying Zhai, Yu Shen, Liangbiao Chen

## Abstract

The transcriptional programs of ectothermic teleosts are directly influenced by water temperature. However, the *cis*- and *trans*-factors governing cold responses are not well characterized. We profiled transcriptional changes in eight zebrafish tissues exposed to mildly and severely cold temperatures using RNA-Seq. A total of 1943 differentially expressed genes (DEGs) were identified, from which 34 clusters representing distinct tissue and temperature response expression patterns were derived using the *k*-means fuzzy clustering algorithm. The promoter regions of the clustered DEGs that demonstrated strong co-regulation were analysed for enriched *cis*-regulatory elements with a motif discovery program, DREME. Seventeen motifs, ten known and seven novel, were identified, which covered 23% of the DEGs. Two motifs predicted to be the binding sites for the transcription factors Bcl6 and Jun, respectively, were chosen for experimental verification, and they demonstrated the expected cold-induced and cold-repressed patterns of gene regulation. Protein interaction modeling of the network components followed by experimental validation suggested that Jun physically interacts with Bcl6 and might be a hub factor that orchestrates the cold response in zebrafish. Thus, the methodology used and the regulatory networks uncovered in this study provide a foundation for exploring the mechanisms of cold adaptation in teleosts.

## INTRODUCTION

As teleost fishes are ectothermic, their body temperatures are generally identical to that of the external water. The environmental temperature thus exerts profound effects on the whole-body physiology of these fishes, from cardiovascular function to all aspects of locomotion (1). Temperature is also a key factor that limits the geographical distribution of fishes in nature; this distribution is largely determined by the capability of species’ genomic programs to adapt to temperature fluctuations. Eurythermal fishes can survive a broad range of temperature fluctuations, while stenothermal fishes cannot (2,3). Deciphering the genetic circuits that function in response to temperature fluctuations in distinct thermally adapted fishes is thus important for delineating the molecular mechanisms governing the adaptation and distribution of teleosts, the most widespread vertebrates in the world (4).

In the last decade, the genomic programs that respond to low-temperature challenge have been studied in both eurythermal and stenothermal fishes using genomic screening approaches. In one study, a time-course analysis of transcript expression in seven tissues was performed in eurythermal common carp (*Cyprinus carpio*) exposed to stepwise cooling regimes (5). This study showed that the expression levels of 3400 unique genes were altered during cold acclimation, and of them, 260 exhibited significantly and consistently altered expression levels in all seven tissues examined. A large number of genes were identified that exhibited highly tissue-specific expression patterns, suggesting that the cold response in this species is genetically organized into multiple tiers. Another study analysed transcriptomic changes in eurythermal killifish (*Austrofundulus limnaeus*) that were acclimated to three constant temperatures, ranging from 20 to 37°C, or exposed to daily temperature fluctuations of between 20 and 37°C (6). The authors identified large-scale changes in transcription and many key regulators of biological processes, such as cell growth and proliferation. The transcriptional changes appeared to be regulated by different genes for the constant and fluctuating temperature regimes. Most notably, the high-mobility group B1 (HMGB1) protein was postulated as a global gene expression-regulating temperature sensor. This possibility sheds new light on the regulatory circuits of gene expression that function in response to temperature in this fish. Transcriptome analysis has also been conducted on stenothermal fishes. For example, Chen *et al*. compared the tissue transcriptome profiles of the Antarctic notothenioid *Dissostichus mawsoni* with those of temperate teleosts, revealing differences in genetic programs that contribute to physiological fitness at different temperatures among the fishes (7), and these authors suggested the specific importance of proteomic homeostasis and anti-oxidation in the adaptation of Antarctic fishes to the constant cold environment. Another study of an Antarctic fish, *Pagothenia borchgrevinki*, revealed the essential roles of protein metabolism genes in physiological fitness following exposure to heat stress (8). These genomic studies have elucidated the global transcription patterns, Gene Ontology (GO) functional groups and potential regulators associated with cold stress responses (7,9–11). However, further studies on *trans-* and *cis-*elements that orchestrate cold-responsive pathways are needed to delineate the signaling pathways of the cold responses in teleosts.

Substantial progress has been made over the past decade in elucidating the transcriptional networks that regulate cold acclimation in plants. For example, the dehydration-responsive element/C-repeat (DRE/CRT) element, which is specifically recognized by C-repeat binding factors (CBFs), activates the transcription of cold-responsive genes in Arabidopsis (12,13). Gene fusion experiments and mutational analysis of the *CBF2* promoter have revealed two *cis*-elements, ICEr1 and ICEr2, that function in response to *CBF* expression during cold acclimation (14). These studies identified the detailed roles of *cis-*elements in regulatory networks, but such laborious perturbation analyses remain challenging. The recent availability of entire genome sequences for an increasing number of organisms should aid in achievement of this goal in a more efficient, high-throughput manner. Genome-wide scanning of upstream regions allows for rapid identification of *cis*-elements in sets of co-expressed genes (15–17), and studies have reported success in using this technique (18–20). The roles of *cis*-elements in fish regulatory networks are rarely explored and fish genomic resources are expanding, decoding of the regulatory networks of gene expression and their evolutionary patterns using genome-wide analysis is greatly anticipated.

One species of fish that has proven highly suitable for analysis of its regulatory program is the zebrafish, *Danio rerio*. This species has been a prominent model vertebrate in environmental biology. Several studies have documented changes in gene expression and related pathways in response to alterations in temperature in this fish (21–25). Two previous studies have shown that cold stress causes changes in the expression of several hundred genes during the early developmental stages (9,11). Zebrafish tolerates a wide range of temperatures, from 6.7 to 41.7°C, with optimal growth at 28°C (26,27). This species serves as a model that can be used to investigate the evolution of temperature-responsive networks by comparisons with fishes with narrower survival temperatures.

In this study, we conducted multi-tissue RNA-Seq on zebrafish exposed to increasing levels of cold. This comprehensive transcriptome analysis revealed common as well as tissue-specific gene expression patterns that arise in response to cold stress. Clusters of co-regulated genes were screened for over-represented *cis*-elements within their promoters using a motif prediction tool, DREME (28). We identified a series of potential motifs for the cold response in zebrafish, half of which are novel. A novel AGMAACCA motif and a known AP-1 motif were chosen for experimental validation and were confirmed to be *cis*-regulatory elements that drive target gene expression during cold exposure. The *trans*-factors that bind to these two motifs were determined to be Bcl6 and Jun, respectively, and they were shown to be interacting partners. Thus, genomics screening in combination with motif prediction can serve as a high-throughput approach to deciphering the molecular circuits that regulate environmental stresses.

## MATERIALS AND METHODS

### Fish and cold exposure

Six-month-old zebrafish were maintained at 28 ± 1°C. For cooling, the fish were subjected to a stepwise cooling process in increments of ∼0.85°C/h to either 18 or 10°C. Fish of both sexes were randomly assigned to each temperature. The brain, heart, liver, intestines, muscle, gill, spleen and kidneys were isolated. For each tissue type, tissues from 20 fish were combined to obtain an adequate amount of RNA for sequencing.

### RNA preparation

Total RNA was extracted using TRIZOL reagent according to the manufacturer's protocol (Invitrogen, Carlsbad, CA, USA). RNA degradation and contamination was monitored using 1% agarose gels. RNA quality was assessed by measuring the RNA integrity number (RIN) using a Bioanalyzer Chip RNA 7500 series II (Agilent, Santa Clara, CA, USA). Samples with an RIN value of greater with 8.0 were used for sequencing (Supplementary Figure S1). The total RNA concentration was determined with a Qubit fluorometer (Life Technologies).

### RNA sequencing

Three micrograms of RNA from each sample were used to prepare an mRNA-Seq library with a TruSeq RNA Sample Prep Kit (Illumina), following the manufacturer's instructions. Unique index codes were used to assign sequences to individual samples. Briefly, poly(A)^+^ RNA was purified and fragmented using divalent cations under elevated temperature conditions. RNA fragments were converted to cDNA using random primers, followed by second-strand cDNA synthesis and end repair. Illumina PE adaptors were attached to the cDNA ends. Fragments with an insert length of ∼300 bp were extracted from a 2% low-range ultra-agarose sizing gel. Adaptor-tagged cDNA fragments were enriched by 10-cycle PCR following the manufacturer's protocol. Library quality and insert length were checked using a High Sensitivity DNA Bioanalyzer Chip (Agilent) to ensure the proper insert size of 300–500 bp was attained (Supplementary Figure S2). The libraries were diluted to 10 pM, and equal amounts of 8 distinctively indexed libraries were mixed and subjected to 100 cycles of paired-end (2 × 100 bp) sequencing on one lane of an Illumina Hiseq 2000 system. A total of three lanes were used to sequence the entire sample set.

### Pre-processing and mapping of RNA-Seq reads

The quality of the raw reads was assessed using FASTX_toolkit (http://hannonlab.cshl.edu/fastx_toolkit). Reads for which 95% of the nucleotides had a Phred quality score of >5 were kept. To ensure the same order and integrity of the paired-end reads, a custom Perl script was utilized to filter two paired-end fastq files. The reference genome sequence and gtf files were downloaded from Ensembl release 72 (http://www.ensembl.org/info/data/ftp). TopHat (29) was used to map the reads to the reference genome; this mapping identified potential exons and novel splice junctions. We set the maximum intron size to 4 kb. The other TopHat parameters were set at the default settings for read mapping. The reads were mapped independently for each sample.

### Expression quantification and determination of differentially expressed genes

Samtools (30) was used to first sort the bam files containing the aligned reads from TopHat by read name. HTSeq-count (http://www.huber.embl.de/users/anders/HTSeq/) was then used to count the number of reads mapped to the genes. We next normalized gene expression using the reads per kilobase per million mapped reads (RPKM) methodology, in which the level of gene expression is evaluated according to the ratio between the number of mapped reads of the gene and the total number of mapped reads, taking into account the gene length (31). Genes with low read counts (<5 reads) were filtered out before gene expression analysis. Fisher's exact test was then used to identify DEGs between each pair of temperatures in each tissue, and Benjamini-Hochberg correction was performed. Genes with a fold change of >2 and an adjusted *P* value of <0.001 were considered differentially expressed. Multi-dimensional scaling (MDS) was performed using the function cmdscale with the parameter *k* = 2 in R. All statistical analyses were performed using R software.

### Validation of RNA-Seq results by reverse transcription quantitative real-time PCR (RT-qPCR)

Twelve genes were randomly selected for RT-qPCR analysis to evaluate the expression patterns deduced from the sequencing data. Two micrograms of RNA from each sample were reverse transcribed to cDNA using an RT-PCR kit (TaKaRa). qPCR was performed using SYBR Green Master Mix following the manufacturer's protocol (Roche). *β-Actin* was used as an internal control because the RNA-Seq data showed that its expression was relatively temperature independent. 

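The pooled RNA-Seq libraries hold both beta-actin genes. At 10°C the mean change of actb1 (ENSDARG00000037746) over the 8 tissues was −0.17 (SE 0.24, adjusted p = 0.668, limma with tissue as a block), with a range from −1.33 in the muscle to 1.66 in the liver, where its RPKM was 166 at 28°C and 528 at 10°C. The mean change of actb2 (ENSDARG00000037870) was −0.12 (SE 0.22, adjusted p = 0.758, limma), from −1.42 in the muscle to 1.00 in the liver, and 0.01 with RPKM rescaled to total reads. At 18°C the mean changes were −0.57 and −0.54 (adjusted p = 0.305 and 0.28 from limma), with rises in 2 of 8 tissues for each gene. Both genes were in the set of genes with a more than 2-fold difference and an adjusted p under 0.001 in at least 1 comparison of libraries.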

The primers used are listed in Supplementary Table S1.

### Cluster analysis

Genes that were differentially expressed between at least one pair of temperatures in any one of the eight tissues were considered cold responsive. The log_2_ fold changes in expression between the cold treatment and control for a total of 1943 cold-related genes were subjected to fuzzy *k*-means clustering (32). We set *k* = 60 for the clustering and then identified 34 centroids. We included genes with a significant membership value of 0.12, which was approximately five times the average value (1/35 = 0.028).

### GO enrichment analysis

To identify GO functional categories enriched under cold stress, GO annotation files were downloaded from the Ensembl database. The R package GOseq (33), which accounts for length bias, was used to perform enrichment analysis. GO categories that were enriched, as determined using a cut-off false discovery rate (FDR) of 0.05, were retained for further analysis.

### Motif analysis

One kilobase-long DNA sequences upstream of the annotated 5′ UTRs of the genes were retrieved using BioMart from Ensembl release 72. Overrepresented motifs in the upstream sequences were identified using DREME (28), which is available as part of MEME Suite of motif-based sequence analysis tools (http://meme.nbcr.net). DREME computes the (uncorrected) *P* value of Fisher's exact test to determine the significance of the representation of each motif in the positive set compared with that in the negative set. For each motif, the *E*-value was calculated with the corrected *P* value. Motifs with an *E*-value of <0.05 were considered significantly enriched. The upstream sequences of the genes with <2-fold RPKM differences in any one of the three comparisons were used as a negative set and assigned the ‘-n’ option. We then aligned those enriched motifs to sequences in the JASPAR database using TOMTOM with a *P* value cut-off of 5e−3, and sequences with differences of <2 bases compared with known motifs were retained.

### Vector construction for cell transfection and zebrafish transgenic study

To validate the roles of the identified motifs, upstream promoter sequences containing the selected motifs with the proper lengths from six genes (*gstp1, c1orf51, fosl1a, ubc, serpina7* and *apoba*) were PCR amplified from zebrafish genomic DNA. For cell transfection, the tested promoter sequences were cloned into a PGL4.10 vector. Motif mutants were created using a Q5 Site-Directed Mutagenesis Kit (NEB) by replacing the nucleotides of the wild-type motif with an equal number of thymidines in the promoter sequence.

The wild-type and mutant promoter sequences were cloned into a Tol2 transposable element-based transgenic vector, which was modified from pEGFP-N1 (CLONTECH). The left and right ends of the Tol2 element were PCR amplified from medaka genomic DNA according to the published sequence (accession no. D84375) (34). The right end was inserted into pEGFP-N1 at the AflII site, followed by the SV40 polyA signal. The left end was inserted between the AseI and NheI restriction sites, replacing the original cauliflower mosaic virus (CMV) promoter. The resulting plasmid contained a multiple cloning sequence (MCS) followed by an *egfp* coding sequence, flanked by the arms of the Tol2 transposon. The promoter sequences for testing were cloned into the XhoI and BamHI sites within the MCS to drive *egfp* expression. The sequences of the constructed plasmids were verified by DNA sequencing (3730XL, Applied Biosystems). The primers used for plasmid construction are listed in Supplementary Table S1.

### Cell culture, transient transfection, cold treatment and RT-qPCR analysis

ZF4 cells (ATCC) were maintained in DMEM/F12 medium with 10% FBS at 28°C. The CIK cell line, derived from the kidney of grass carp (*Ctenopharyngodon idellus*), was maintained in DMEM/F12 medium with 10% FBS at 28°C (35). Plasmid DNAs were transiently transfected into ZF4 cells or CIK cells using Fugene HD (Promega) following the manufacturer's protocol. Briefly, 0.8 μg of PGL4 plasmid carrying the upstream motif sequence or the mutated motif sequence and 0.2 μg of a control pRL-CMV plasmid were transfected into 1.5 × 10^5^ cells in a 6-well plate. Forty-eight hours after transfection, the cells were transferred to a low-temperature incubator (Galaxy 170R, Eppendorf) and exposed to a temperature of 10°C for 24 h. After the cold treatment, cells at 28°C and 10°C were harvested for total RNA isolation. RT-qPCR was performed as described above. The expression levels of firefly luciferase were normalized to those of Renilla luciferase. All assays were conducted in three parallel experiments and repeated three times. The primers used for qPCR are listed in Supplementary Table S1.

### *In vivo* validation of cold-responsive functions of *cis*-motifs

In each transgenic experiment, over 300 single-cell zebrafish embryos from one parent were equally divided, and constructed Tol2 vectors containing the wild-type or mutant promoter (50 ng/μl) together with 50 ng/μl transposase mRNA were microinjected separately into the eggs. The injected embryos were screened for GFP expression at 48 h post-fertilization (hpf). GFP-positive embryos were imaged live using a Carl Zeiss SteREO Discovery V20 microscope. Half of the GFP-positive embryos were randomly selected for exposure to low temperature (10°C), and the remaining GFP-positive embryos were incubated at the control temperature (28°C). Embryos were collected for RNA extraction after 12 h of treatment. Equal amounts of total RNA from similar numbers of embryos with the wild-type and mutant constructs were analysed by RT-qPCR to determine *egfp* expression, and *β-actin* was used as a control. The cold-induced fold change in the *egfp* mRNA level at 10°C was normalized to that at 28°C. The primers used are listed in Supplementary Table S1. At least three replicate experiments were performed for each construct.

### Co-immunoprecipitation and western blot

ZF4 cells were cold treated as described above (see cold treatment). Cells maintained at 28 and 10°C were harvested and lysed in NP40 buffer (50 mM Tris, 50 mM NaCl, 0.1% Triton X-100, 1% Nonidet P-40 and protease inhibitor cocktail (Sigma)) at 4°C. The supernatant was obtained by centrifugation at 4°C (12 000 g, 20 min). The Bradford method (Bio-Rad) was used to determine the protein content. After pre-clearing with protein A/G agarose beads (Pierce, #20421), 500 μg of cell lysate protein was incubated with 4 μl of an anti-Bcl6 antibody (Abcam, ab86861) or 8 μl of an anti-Jun antibody (Abcam, ab31419) at 4°C overnight prior to incubation for 6 h with 60 μl protein A/G agarose beads. A control reaction was performed in parallel by replacing the antibody with normal rabbit IgG (Santa Cruz, sc-2027). The immune complexes were pelleted at 100 g for 20 min, and the supernatant was removed by aspiration. The complexes were then washed 6 times with ice-cold lysis buffer. Next, 30 μl of 4× loading buffer (TaKara, #9173) was added to the complexes, and the samples were boiled for 10 min. The samples were electrophoresed on 12% SDS-polyacrylamide gels and electro-transferred to PVDF membranes. The membranes were incubated with an anti-Bcl6 (1:1000) or anti-Jun (1:1000) antibody. A VeriBlot for IP secondary antibody (1:1000, Abcam, ab131366) was used to reduce interference from the IP antibody. The colour was developed after incubation with the secondary antibody using an ECL kit (Bio-Rad, #1705061) according to the manufacturer's instructions.

## RESULTS

### Analysis of cold-induced gene expression patterns in zebrafish tissues

To obtain a comprehensive view of the transcriptional adaptation to different levels of cold stress, we treated 60 zebrafish at 6 months of age with a stepwise temperature decline from 28°C to 18°C and then to 10°C (Figure 1A). Twenty fish, with equal numbers of female and male individuals, were sampled after being maintained for 12 h at the desired temperature. Eight tissues, including brain, heart, gill, intestine, kidney, muscle, liver and spleen tissues, were collected from the individuals and pooled by the tissue type and sampling temperature to extract an adequate amount of total RNA for RNA-Seq. 

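Each library held RNA of 1 tissue at 1 temperature from the pool of 20 fish, so 8 tissues at 3 temperatures gave 24 libraries, with 1 library per condition and no replicates. All tissues of a temperature came from the same fish. For each library the authors deposited the RPKM (reads normalized to gene length and to a library scale) of 22457 lines, each with an Ensembl gene identifier. A change is given below as the difference of log2(RPKM + 1) between the 2 libraries of a tissue, the cold library minus the 28°C library unless other temperatures are named, and no change within a single tissue has a replicate check. The scale behind the RPKM was not proportional to the reads of a library. Set against the 28°C brain library, the log2 of scale over total reads lay between −3.72 in the 28°C liver library and 0.10 in the 18°C gill library. Factors computed as a trimmed mean of M values, with the 28°C spleen library as the reference, differed from this scale by an SD of 0.00852 on the log2 scale. Over the 5136 genes with an RPKM of at least 1 in all 24 libraries, the median change at 18°C was 0.12 in the brain, −0.13 in the gill, −0.04 in the heart, −0.06 in the intestine, 0.05 in the kidney, −0.13 in the liver, −0.16 in the muscle and 0.13 in the spleen. At 10°C it was 0.16, 0.25, 0.23, 0.04, 0.25, 0.12, −0.12 and 0.11 in the same order of tissues. Changes of single genes are on the authors' scale and can be read against these medians.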

Using paired-end sequencing, we generated a total of 298.1, 301.3 and 319.9 million 100-bp paired-end reads for the 28, 18 and 10°C samples, respectively. The details for the individual tissues are shown in Figure 1B. The number of reads obtained for each sample ranged from 27.9 to 50.8 million. Using TopHat mapping (36), ∼85% of the clean reads were matched with the reference zebrafish genome (Supplementary Table S2), and nearly 90% (71.4% exon and 18.9% UTR sequences) of them were mapped to the annotated zebrafish reference genome (Ensembl release 72) (Figure 1C), indicating adequate representation of the sequenced genes within the genome.

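Every RPKM was a whole multiple of a step that is fixed for the gene and the library, so the reads behind each value could be recovered for all 22457 lines. The recovered reads summed to between 7273579 in the 28°C brain library and 15371062 in the 28°C kidney library, with a median of 11474648. These sums are 0.387 to 0.483 of the mapped reads that the paper lists for each library. The libraries were paired-end, and a recovered read may stand for a pair where the listed mapped reads are single reads. These shares therefore do not measure the part of the mapped reads that fell in genes. From the paper's own counts of clean and mapped reads, 86.4% of the clean reads were mapped over the whole set, and between 76.6% and 92.6% in single libraries. The number of genes with an RPKM above 0 ran from 16267 in the 28°C liver library to 21548 in the 28°C gill library. The 10 genes with the most reads took 7.74% of the reads of the 18°C kidney library, 55.5% of the 28°C kidney library and 78.9% of the 28°C liver library, which leaves fewer reads for the other genes of a library where that share is high.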

**Figure 1.**
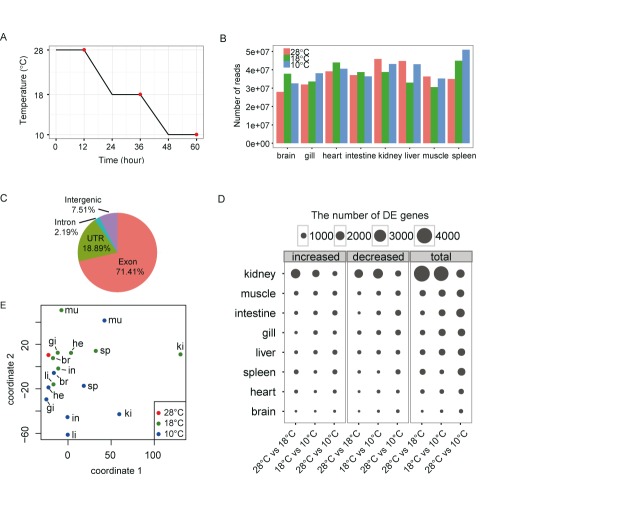
Characterization of the cold-induced gene expression patterns in zebrafish tissues. (**A**) Schematic diagram showing the cooling time course and the sampling regimes. The fish were subjected to the following three temperatures: 28, 18 and 10°C. The red dots indicate the sampling time points. At each point, 20 fish were sampled, and RNA from eight tissues was isolated and pooled by tissue type for RNA-Seq. (**B**) The number of RNA-Seq reads obtained from the eight analysed tissues at the three temperatures. (**C**) The read distributions among the annotated zebrafish genomic features. (**D**) The tissue distributions of DEGs with a >2-fold RPKM difference for the three comparisons (28°C compared with 18, 18°C compared with 10 and 28°C compared with 10°C). The sizes of the circles are proportional to the numbers of genes that they contain. (**E**) MDS plot showing the diversity of the responses to the cold treatment among the zebrafish tissues. The entire set of expressed genes (22 457 genes) was used in analysis. The MDS algorithm placed each sample in a 2-dimensional space for visualization of the level of similarity of the tissue expression patterns. Each sample was assigned coordinates based on the expression levels of all genes in the sample, and these coordinates were used to construct a scatterplot. The three temperatures are indicated by different colours. Abbreviations: br for brain, gi for gill, he for heart, in for intestine, ki for kidney, li for liver, mu for muscle and sp for spleen.

Next, we investigated the gene expression changes among three pairs of temperatures (28°C compared with 18°C, 18°C compared with 10°C and 28°C compared with 10°C). We identified genes with >2-fold differences in the RPKM values for the three comparisons. 

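A gene was counted when its change exceeded 1 in size, which is a more than 2-fold difference in RPKM + 1. Summed over the 8 tissues, 11732 genes were counted at 28°C compared with 18°C, 12195 at 18°C compared with 10°C and 13147 at 28°C compared with 10°C, which makes 37074 over the 24 comparisons, a gene being counted in each tissue where it passed. With plain RPKM ratios, and a gene with an RPKM of 0 in exactly 1 library counted as changed, the sum was 172276. At a 4-fold threshold it was 6406.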

The tissue distributions and directions of the expression changes (up- or down-regulation) of these DEGs are shown in Figure 1D and Supplementary Figure S3A. The tissues varied substantially in the numbers of DEGs. The kidney showed the largest number of DEGs, with 4143, 3792 and 1859 at 28°C compared with 18°C, 18°C compared with 10°C and 28°C compared with 10°C, respectively. In contrast, only 146, 314 and 573 DEGs, respectively, were identified in the brain. 

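In the kidney, 4618 genes differed more than 2-fold at 28°C compared with 18°C, 2661 of them higher and 1957 lower at 18°C. At 18°C compared with 10°C the number was 3983, with 1753 higher and 2230 lower at 10°C. At 28°C compared with 10°C it was 1986, with 1127 higher and 859 lower at 10°C. The kidney had the highest number of the 8 tissues in the first and second of these comparisons. In the third it ranked 4, after the liver with 2558 genes, the intestine with 2155 and the muscle with 2150.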

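In the brain, 81 genes differed more than 2-fold at 28°C compared with 18°C, 146 at 18°C compared with 10°C and 366 at 28°C compared with 10°C. The brain ranked 8 of the 8 tissues in each comparison. Of the 366 genes, 229 were higher at 10°C and 137 were lower.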

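Summed over the 3 comparisons, the number of genes with a more than 2-fold difference was 10587 in the kidney, 6911 in the liver, 5562 in the muscle, 4252 in the intestine, 3662 in the gill, 3607 in the spleen, 1900 in the heart and 593 in the brain. In single comparisons the number outside the kidney and brain ran from 396 in the heart at 28°C compared with 18°C to 2558 in the liver at 28°C compared with 10°C. After RPKM were rescaled by the median change of each library, the spleen came before the gill and the other 6 tissues kept their places. At a 4-fold threshold the order was kidney, muscle, liver, spleen, intestine, gill, heart and brain. With RPKM rescaled to total reads, an alternative chosen after seeing the data, it was kidney, gill, spleen, muscle, intestine, liver, heart and brain.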

The tissue types listed in decreasing order according to the number of DEGs detected are as follows: kidney, muscle, intestine, gill, liver, spleen, heart and brain (Figure 1D). Interestingly, the number of DEGs identified at 28°C compared with that at 10°C was far less than that observed at either 28°C compared with 18°C or 18°C compared with 10°C in the kidney (Figure 1D). This finding was due to the presence of large numbers of genes with opposing expression changes under the different temperature challenges (18°C, 10°C). 

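Of the kidney genes that changed more than 2-fold from 28 to 18°C, 2681 (58.1%) changed more than 2-fold the opposite way from 18 to 10°C and 41 changed further the same way. Among the 2681 genes, 1801 first rose and then fell and 880 first fell and then rose. At 10°C, 2202 of them were within 2-fold of their 28°C value. Both changes use the same 18°C library with opposite signs, so any feature peculiar to that library adds to the opposite changes. These numbers alone do not tell a reversed response from such a feature. The heart had a similar share of opposite changes, 57.6% of 396 genes, while the share was between 16.4% in the spleen and 32.8% in the gill among the other 6 tissues. With a pseudocount of 0.1, which moved the kidney number most, 5177 genes changed in opposite ways. With RPKM rescaled to total reads, an alternative chosen after seeing the data, the kidney number was 3955. Of these, 3867 first rose and then fell and 88 first fell and then rose, so the split of directions depends on the scale. The paper attributes the smaller number of DEGs at 28°C compared with 10°C in the kidney to genes with opposite changes.

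**Figure D1:**
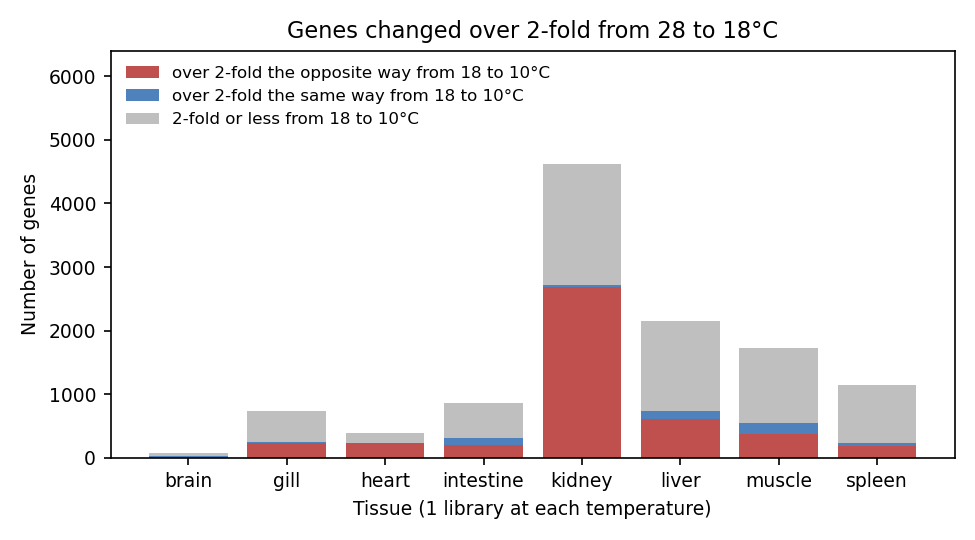
Number of genes that changed more than 2-fold from 28 to 18°C in each tissue, split by their change from 18 to 10°C. The kidney bar reaches 4618 genes, 2681 of them with an opposite change from 18 to 10°C. Both changes of a tissue use its same 18°C library.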

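Over all 22457 lines, the SD of the changes in the kidney was 1.03 at 18°C and 0.73 at 10°C, and across genes the changes at the 2 temperatures had a Pearson correlation of 0.65. Genes are not independent replicates, so this value describes the libraries only. Among the 5321 kidney genes that changed more than 2-fold at either temperature, the median size of the change was 1.40 at 18°C and 0.69 at 10°C. In the other 7 tissues the SD at 10°C was the larger of the 2 values, from 0.37 in the brain, where it was 0.22 at 18°C, to 0.74 in the muscle, where it was 0.59 at 18°C.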

The changes in expression at 18°C were more divergent than those at 10°C (Supplementary Figure S3B). These results indicate that gene expression is a dynamic process that depends on multiple factors, such as the severity of the cold temperature and the tissue type. 

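At 28°C compared with 10°C, the ratio of up-regulated to down-regulated genes was 1.02 in the spleen, 1.18 in the intestine, 1.31 in the kidney, 1.37 in the gill, 1.63 in the liver, 1.67 in the brain, 2.3 in the heart and 0.951 in the muscle. Over all 3 comparisons the ratio lay between 0.786 and 1.36 in the kidney, between 0.821 and 1.60 in the muscle and between 0.904 and 1.65 in the liver. The gill had the lowest ratio, 0.25 at 28°C compared with 18°C, where 146 genes rose and 583 fell, and it had a ratio of 3.64 at 18°C compared with 10°C. The highest ratio, 4.40, was that of the brain at 28°C compared with 18°C, where 66 genes rose and 15 fell. The median changes of the libraries move these ratios: in the kidney at 10°C, 716 genes rose and 1107 fell more than 2-fold after rescaling by them. The ratios at 28°C compared with 10°C then were 0.776 in the spleen, 1.05 in the intestine, 0.647 in the kidney, 0.533 in the gill, 1.17 in the liver, 0.632 in the brain, 0.922 in the heart and 1.32 in the muscle. At 28°C compared with 18°C this rescaling gave a ratio of 0.407 in the gill and 2.7 in the brain. Rescaling to total reads, chosen after seeing the data, gave 1.57 and 2.98, with extremes of 0.131 in the spleen and 20.2 in the liver. At 28°C compared with 10°C total reads gave 13.8 in the kidney, 36.7 in the liver and 3.27 in the muscle. The other ratios were 0.367 in the spleen, 0.386 in the heart, 0.482 in the gill, 0.57 in the brain and 0.593 in the intestine.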

Overall, the number of up-regulated genes was nearly equal to that of down-regulated genes in almost all of the tissues (Figure 1D). We used different stringency levels to screen for DEGs, and the kidney always showed the highest number of DEGs in this study. 

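At a 4-fold threshold, 1270 kidney genes were counted at 28°C compared with 18°C, 651 at 18°C compared with 10°C and 482 at 28°C compared with 10°C, each the highest of the 8 tissues. With a pseudocount of 0.1 the 2-fold numbers in the kidney were 8667, 7841 and 5013, and without a pseudocount they were 11759, 11207 and 8064. In both cases the kidney ranked 1 in the first and second comparison and 4 in the third. A minimum RPKM of 1 in either library cannot remove a gene counted with a pseudocount of 1, so it was no check of these numbers.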

In teleosts, the kidney is involved in many critical functions, such as haematopoiesis, immunity and excretion (37). The high percentage of cold-regulated genes in this organ suggests that these functions play important roles during cold stress.

To further examine the tissue-related cold-responsive patterns, we performed MDS analysis of the gene expression patterns in the eight tissues under the cold treatments. We first log_2_ transformed the datasets and normalized the gene expression at the low temperatures (18°C and 10°C) to that at the normal temperature (28°C). For each tissue, the expression of all of the genes at 28°C was normalized to the same value of 0, which is indicated by a red dot on the MDS plot. The degree of cold-induced changes in expression in each individual tissue could be inferred by the distance to the red dot. We observed temperature-dependent and tissue-dependent cold response patterns in the plot (Figure 1E). Generally, a lower temperature (10°C) induced stronger expression changes than a milder temperature (18°C) in all tissues except for the kidney. 

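The distance of each cold library from its 28°C library was computed over the changes of all 22457 lines. In the kidney it was 155 at 18°C and 110 at 10°C, a ratio of 10 to 18°C of 0.709. In the other 7 tissues the 10°C library was the farther: 55.0 against 32.9 in the brain, 79.9 against 63.7 in the gill, 67.2 against 49.7 in the heart, 94.3 against 65.3 in the intestine, 103 against 89.7 in the liver, 111 against 88.7 in the muscle and 83.6 against 78.5 in the spleen. A pseudocount of 0.1 moved the distances most, to 219 at 18°C and 163 at 10°C in the kidney, and kept the order of the temperatures in every tissue. With RPKM rescaled to total reads, an alternative chosen after seeing the data, the spleen was also farther at 18°C, at 103 against 91.3. In the plane of the first 2 dimensions of multidimensional scaling the spleen was also farther at 18°C, at 47.9 against 32.5. With 1 library per condition, the distances have no error.

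**Figure D2:**
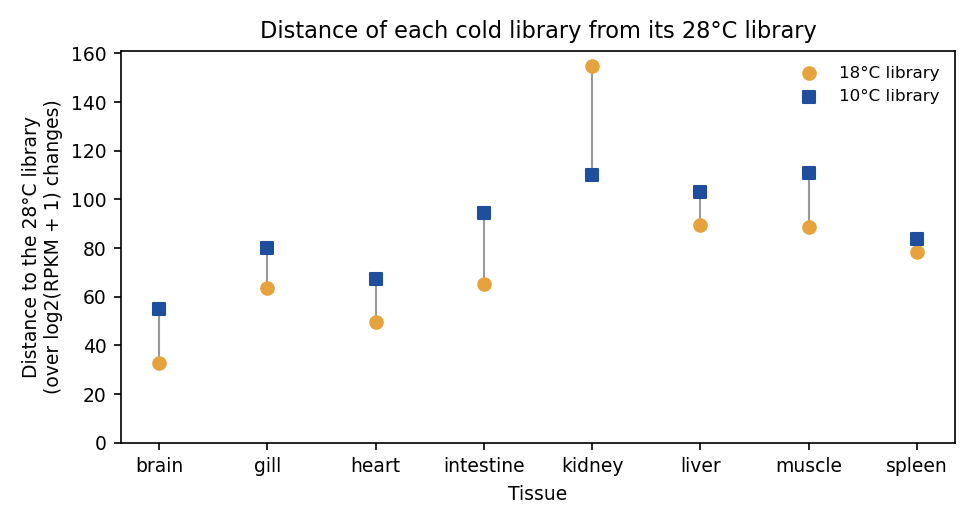
Euclidean distance of the 18°C and 10°C library of each tissue from its 28°C library, over the changes of log2(RPKM + 1) of all lines. The kidney is the tissue with the farther library at 18°C (155 against 110).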

The kidney, liver and intestine showed more extensive expression alterations compared with the other tissues at both temperatures.

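By distance from the 28°C library, the order at 18°C was kidney, liver, muscle, spleen, intestine, gill, heart and brain. At 10°C it was muscle, kidney, liver, intestine, spleen, gill, heart and brain, with 111 in the muscle, 110 in the kidney, 103 in the liver and 94.3 in the intestine. Classical multidimensional scaling of these changes placed 43.9% of the total in its first 2 dimensions. In that plane the distance was 150 for the kidney at 18°C and 86.6 at 10°C, 60.5 and 73.3 for the muscle, 47.9 and 32.5 for the spleen, 12.0 and 49.1 for the liver, 20.3 and 24.9 for the heart, 5.92 and 33.8 for the gill, 2.99 and 45.8 for the intestine, and 2.26 and 12.3 for the brain.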

As a justification for the choice of 12 h intervals for RNA sampling in the cold temperature treatment, we evaluated the effect of a prolonged period (36 h) of cold exposure on the changes in the gene expression patterns in the fish. We reduced the temperature of the zebrafish from the normal temperature of 28–18°C, as was performed for the cold treatment in the previous experiment, and we maintained the fish at 18°C for 36 h prior to obtaining samples for RNA isolation (Supplementary Figure S3C). Five DEGs, *atf4b2, bcl2, bzw1b, cirbp* and *id1*, were chosen to examine the expression differences between 12 and 36 h at 18°C by RT-qPCR. All 5 genes were strongly induced in almost all of the tissues at 12 h compared with their expression in the control samples (28°C). By contrast, the expression of each gene remained largely unchanged from 12 to 36 h during exposure to the same cold temperature (18°C) (Supplementary Figure S3D). Cold exposure for 12 h appeared to be sufficient for promoting expression of the cold-responsive genes, particularly the early responsive genes. To a lesser extent, some cold-responsive genes were likely not detected between the sampling intervals due to the dynamic nature of gene expression during cold adaptation. This possibility could be reduced by performing sampling more frequently over the course of cold treatment.

To validate the expression profiles identified with RNA-Seq, the relative mRNA levels for 12 genes across all eight (or fewer) tissues were measured by qPCR (Supplementary Figure S4). The correlation between the RNA-Seq and RT-qPCR results was analysed by calculating the coefficient of determination (*R*^2^). The expression data for three selected genes, *cirbp, atf4b2* and *id1*, in the eight tissues showed excellent agreement between RNA-Seq and RT-qPCR (Figure 2A, B and C). 

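The gene cirbp (ENSDARG00000013351) encodes a cold-inducible RNA-binding protein. Its mean change over the 8 tissues at 10°C was 1.24 (SE 0.18, adjusted p = 0.000266 from limma with tissue as a block and Benjamini-Hochberg adjustment), with a rise in 8 of 8 tissues from 0.87 in the muscle to 1.56 in the kidney. For atf4b2 (ENSDARG00000038141) the mean change was 1.58 (SE 0.18, adjusted p = 5.94e-05, limma), from 0.56 in the muscle to 2.14 in the liver. For id1 (ENSDARG00000040764) it was 2.03 (SE 0.19, adjusted p = 6.58e-06, limma), from 0.90 in the muscle to 2.40 in the liver. All 3 genes rose in all 8 tissues. The tissues stand in for replicates in this test. It covers the mean change over tissues of the same pools of fish and not differences between fish. At 18°C the mean changes were 0.48 (adjusted p = 0.239), 0.08 (adjusted p = 0.873) and 0.37 (adjusted p = 0.386) from the same limma fit, with rises in 7, 6 and 6 of the 8 tissues.

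**Figure D3:**
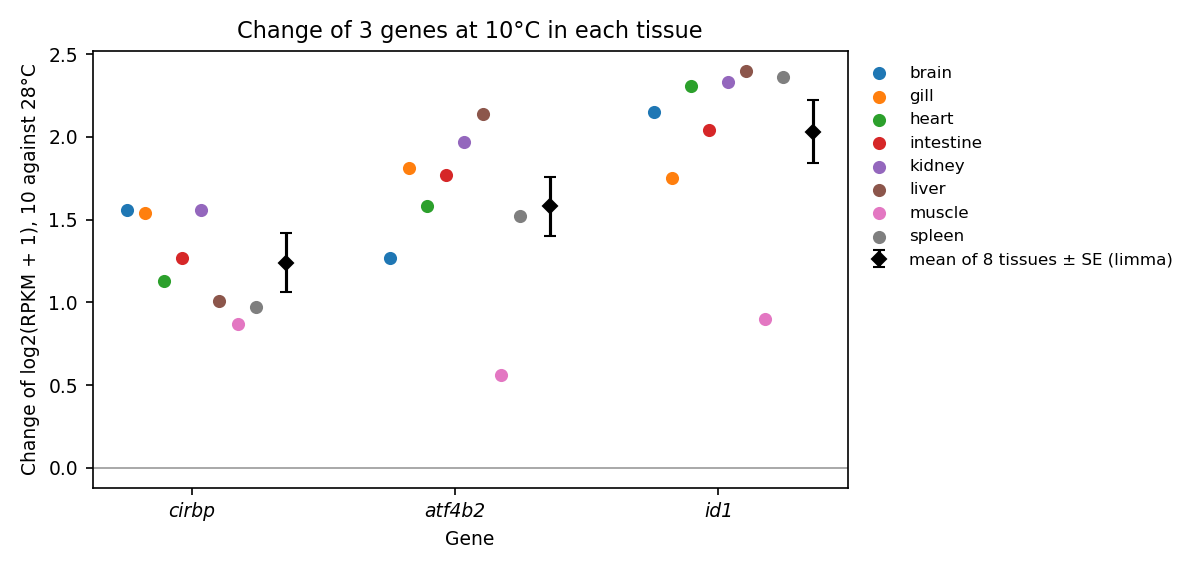
Change of log2(RPKM + 1) of cirbp, atf4b2 and id1 at 10°C against 28°C in each tissue, 1 library per point, with the mean of the 8 tissues and its SE from limma. All points lie above 0, and the lowest point of each gene is that of the muscle.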

Although the expression data for a few genes, for example, those of *cirbp* in the spleen, were associated with slightly low *R*^2^ values across the temperatures tested, the trend of up-regulation at 10°C was consistent between these two tests. We plotted the *R*^2^ values for a total of 12 genes in the eight tissues (Figure 2D), and the high *R*^2^ value (>0.7) determined for the correlation between RT-qPCR and RNA-Seq data confirmed the reliability of differential expression analysis performed in this study.

**Figure 2.**
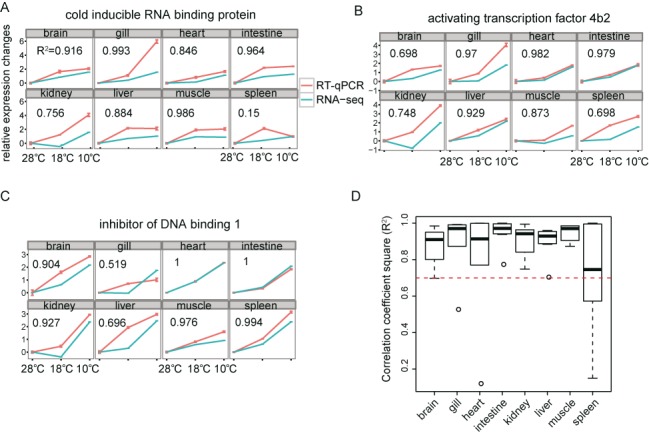
Comparison of the expression patterns of selected genes detected in RNA-Seq and RT-qPCR assays showing high correlation between the two methods. The log_2_ ratios of the expression changes at the low temperatures relative to the normal temperature were calculated and plotted (the ratio was set to 0 for the normal condition). The red line depicts the RT-qPCR results. The expression levels of the selected genes were normalized against that of *β-actin*. The blue line shows the RNA-Seq results. The *R*^2^ values (Pearson correlation coefficients) across the different temperatures are shown for each gene. The expression patterns of three genes—*cirbp* (**A**), *atf4b2* (**B**) and *id1* (**C**)—showed excellent agreement between the RNA-Seq and RT-qPCR assays. A boxplot of *R*^2^ values for the 12 selected genes shows a high *R*^2^ value (>0.7) across the tissues examined (**D**). Supplementary Figures S4 shows 9 additional genes that were also verified.

### Gene clustering analysis revealed common and tissue-specific expression patterns

We observed the complex transcriptional changes that occurred under cold stress in multiple tissues. To identify co-regulated genes, we clustered the DEGs using the fuzzy *k*-means clustering method. To reduce noise, we screened the abovementioned DEGs using higher stringency. Genes that simultaneously satisfied two criteria, i.e. a >2-fold RPKM change and an FDR of <0.1% in at least one comparison by Fisher's exact test, were selected to generate a more compact set of DEGs. A total of 1943 genes were included in this set (Supplementary Table S3). 

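The same pair of criteria was applied to each of the 24 comparisons. Fisher's exact test was run on RPKM rounded to whole numbers, with the column sum as the total, since the deposited values are RPKM. A gene entered the set when it changed more than 2-fold and had an adjusted p under 0.001 in at least 1 comparison, and 2065 genes did. The test compares the 2 libraries and not the conditions. The set held 1525 of the 1798 genes (84.8%) that could be read from Supplementary Table S3. On the recovered reads in place of rounded RPKM, the alternative that moved it most, the set held 10312 genes and 99.6% of those in the table. In the set, 1333 genes passed both criteria in 1 tissue, 732 (35.4%) in more than 1 and 5 in all 8. The kidney alone accounted for 658 genes (31.9%). The number of genes past both criteria was 953, 631 and 435 in the kidney and 0, 13 and 24 in the brain for the 3 comparisons in the order used above. The lowest maximum RPKM of a gene in the set was 10.6.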

The fuzzy k-means clustering method is widely used to cluster complex datasets and has been demonstrated to produce biologically relevant results (17,32). This method allows a single gene to be clustered into different groups and thus accommodates multiple biological functions, and it requires no *a priori* information about the dataset (32). Out of the 1943 genes, 1807 exhibited a significant membership value in 34 clusters (membership value > 0.12) (Supplementary Table S4). The number of genes and the expression change patterns for the 34 clusters are shown in Table 1 and Supplementary Figure S5.

**Table 1.** Summary of 34 clusters of differentially expressed genes

Cluster ID	Genes	Pattern	Temperature	Tissue
Cluster 0	231	Commonly induced	18°C, 10°C	all
Cluster 1	121	Commonly repressed	18°C, 10°C	all
Cluster 2	33	Induced in muscle; repressed in gill, heart, kidney, liver and spleen	18°C, 10°C	muscle, gill, heart, kidney, liver and spleen
Cluster 3	98	Repressed in liver, particularly at 18°C	18°C	liver
Cluster 4	73	Induced in kidney, particularly at 18°C	18°C	kidney
Cluster 5	71	Repressed in gill; induced in muscle, liver and spleen	18°C, 10°C	gill, muscle, liver and spleen
Cluster 6	8	Too few members		
Cluster 7	272	Except gill and heart at 10°C, induced in all tissues, especially in muscle	18°C, 10°C	all
Cluster 8	1	Too few members		
Cluster 9	13	Too few members		
Cluster 10	3	Too few members		
Cluster 11	52	Repressed in gill, kidney and liver at 18°C	18°C	gill, kidney, heart
Cluster 12	177	Induced in all tissues at 10°C, except muscle	10°C	all
Cluster 13	21	Too few members		
Cluster 14	10	Too few members		
Cluster 15	24	Too few members		
Cluster 16	128	Repressed in muscle	18°C, 10°C	muscle
Cluster 17	93	Repressed in all tissues but irregular in liver	18°C, 10°C	all
Cluster 18	84	Repressed in kidney but induced in liver	18°C, 10°C	kidney and liver
Cluster 19	188	Repressed in kidney	18°C, 10°C	kidney
Cluster 20	182	Repressed in gill, kidney and liver at 18°C	18°C	gill, kidney and liver
Cluster 21	72	Induced in intestine, kidney and spleen	18°C, 10°C	intestine, kidney and liver
Cluster 22	48	Mainly repressed in all tissues	18°C, 10°C	all
Cluster 23	20	Too few members		
Cluster 24	64	Repressed in gill and liver	18°C, 10°C	gill and liver
Cluster 25	55	Repressed in spleen	18°C, 10°C	spleen
Cluster 26	49	Repressed in gill and kidney	18°C, 10°C	gill and kidney
Cluster 27	29	Too few members		
Cluster 28	71	Induced in intestine, kidney, liver and spleen	18°C, 10°C	intestine, kidney, liver and spleen
Cluster 29	27	Too few members		
Cluster 30	57	Repressed in gill, intestine, kidney and spleen but induced in liver	18°C, 10°C	gill, intestine, kidney, spleen and liver
Cluster 31	51	Mixed response: induced in heart, muscle, intestine, liver and spleen	18°C, 10°C	heart, muscle, intestine, liver and spleen
Cluster 32	28	Too few members		
Cluster 33	38	Mixed response: initially induced but then repressed in gill, heart, kidney and spleen	18°C, 10°C	gill, heart, kidney and spleen

The six most populated clusters, Clusters 0, 1, 7, 12, 16 and 19, contained 231, 121, 272, 177, 128 and 188 genes, respectively, for a total of 1015 genes, which accounted for 56% of the DEGs. In contrast, Clusters 6, 8, 9, 10, 13, 14, 15, 23, 27, 29 and 32 each contained fewer than 30 members; thus, no general cold-response trend could be reliably deduced. Characteristic patterns could be assigned to the other clusters according to either the temperature(s) or the tissue(s) with which they were associated (Table 1). For example, a few clusters (3, 11, 12 and 20) contained genes with expression changes between only one temperature pair (either between 28 and 18°C or between 18 and 10°C), whereas most of the clusters contained genes with altered expression between both of these temperature pairs. Tissue specificity was more subtly distinguished among the clusters; six clusters (0, 1, 7, 12, 17 and 22) contained genes showing differential expression in all eight tissues, and the expression changes of genes in the other clusters were confined to a variable number of tissues, ranging from 6 (broad) to 1 (specific). These results indicated that fuzzy *k*-means clustering was sensitive for identifying common and tissue-specific expression patterns under mixed conditions. These clustered genes form a foundation for further functional and regulatory network studies of the cold response in zebrafish.

### GO terms over-represented in the zebrafish cold response

We performed GO enrichment analysis to reveal the over-represented biological processes associated with the clusters using GOseq (33). We identified 31 non-redundant enriched GO terms for biological processes from 16 clusters (Figure 3 and Supplementary Table S5 for all GO terms identified). We then grouped the expression clusters according to the distribution of enriched GO terms in each cluster. We found that clusters with similar expression patterns were grouped together and that they shared the same or similar GO terms. These clusters were clearly separable from the other patterns (Figure 3). For example, the genes in the closely grouped Clusters 3 and 20 were repressed in the liver, whereas those in Clusters 0 and 12 were induced in almost all of the tissues examined (Table 1).

**Figure 3.**
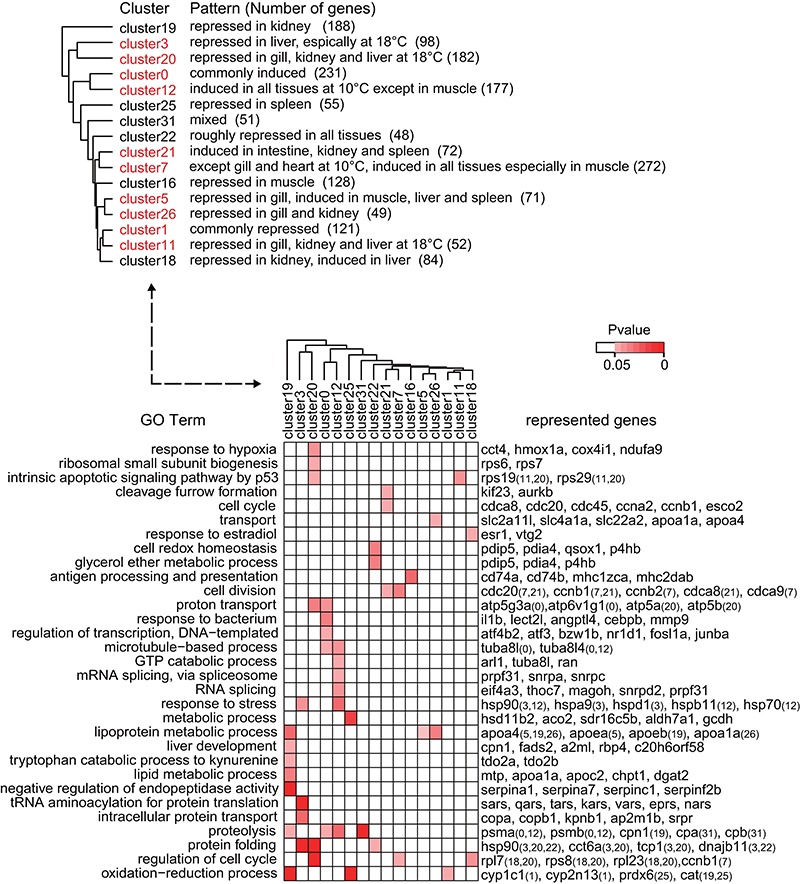
Heatmap showing the enriched GO categories within the gene clusters. All clusters listed in Supplementary Table S3 were examined for overrepresented GO terms by comparisons with the entire expressed gene set. Enriched GO terms were identified for the 16 clusters shown at the top. The associated biological process GO terms identified in each cluster are plotted in the bottom heatmap panel. The genes annotated with each enriched GO term are shown to the right of the panel. For enriched GO terms associated with genes from two or more clusters, the cluster(s) to which the genes belong are denoted by Cluster IDs in brackets. The color scales depict the p values for the enrichment tests, and the grey cells indicate a *P* value of >0.05. The results of the GO enrichment test are shown in Supplementary Table S5.

We identified five enriched GO categories associated with the 231 commonly induced genes in Cluster 0. Many of the enriched terms and their associated genes have been reported to be involved in the cold response in fishes in other studies. 

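The gene nr1d1 (ENSDARG00000033160) of Figure 3 had a mean change at 10°C of 3.59 (SE 0.31, adjusted p = 3.92e-06, limma with tissue as a block), and rose in all 8 tissues, from 2.11 in the muscle to 4.65 in the brain. The mean change of fosl1a (ENSDARG00000015355) was 1.87 (SE 0.39, adjusted p = 0.00457, limma), with rises in 8 tissues from 0.34 in the brain, where its RPKM was 0.617 at 10°C, to 3.55 in the gill, where it was 17.2. This gene and prpf31 (ENSDARG00000095904) were outside the set of 2065 genes, and inside the set from Fisher's exact test on recovered reads. For prpf31 the mean change was 1.49 and for tuba8l4 (ENSDARG00000006260) it was 1.40, both with rises in 8 tissues. The splicing genes snrpa (ENSDARG00000018890) and snrpc (ENSDARG00000009871) had mean changes of 0.42 (adjusted p = 0.105, limma) and 0.51 (adjusted p = 0.0827, limma), with rises in 8 and 7 tissues. Supplementary Table S3 describes 22 genes as proteasome subunits. Their median change at 10°C was 1.34 in the kidney, 1.22 in the gill, 1.2 in the liver, 1.03 in the intestine, 0.45 in the brain, 0.30 in the heart, 0.12 in the spleen and −0.42 in the muscle. Rescaling by the library medians gave 1.1 in the kidney and −0.30 in the muscle and kept the direction in all 8 tissues. Rescaling to total reads gave −0.10 in the heart, −0.27 in the spleen and 0.01 in the muscle. In 4 tissues the median was in the top 2.5% of 10000 random lists of as many genes matched on mean expression, a comparison that describes these libraries and starts from genes the table lists as changed.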

For example, *bzw1b, nrf1d*, and *fosl1a* are involved in transcriptional regulation; *tuba8l* and *tuba8l4* are involved in microtubule-based processes; *prpf31, snrpa* and *snrpc* are involved in mRNA splicing; and the *psma, psmb* and *psmd* proteasomal subunits are involved in proteolysis. These example genes have also been shown to be up-regulated in common carp (5) and larval zebrafish (9,11) during cold challenges. However, we identified transcription factors that have not been previously reported to be responsive to cold in any fish. For example, *atf4b2*, which had the highest membership value (0.965) in Cluster 0 (Supplementary Table S4), has been previously reported to play roles in the adaptive response to cold stress only in hibernating ground squirrels (38) and mice (39), in which *atf4* activates downstream genes associated with energy homeostasis. Thus, this newly identified transcription factor may open new avenues for investigation of the regulatory network for cold stress in zebrafish.

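At 28°C the RPKM of atf4b2 was 68.4 in the brain, 72.6 in the gill, 51.4 in the heart, 35.6 in the intestine, 49.1 in the kidney, 53.7 in the liver, 81.6 in the muscle and 48.8 in the spleen. At 10°C the values were 166, 257, 156, 124, 195, 240, 121 and 142 in the same order. They rest on between 333 reads in the 28°C liver library and 10836 in the 10°C gill library. The 95% confidence interval of the log2 ratio of RPKM, which covers counting error only, was 0.47 to 0.66 in the muscle and 2.00 to 2.33 in the liver.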

In contrast with the existence of multiple enriched GO terms in the commonly induced gene cluster, only one term, the oxidation-reduction process, was found to be over-represented in the commonly repressed cluster (Cluster 1, 121 genes). This finding may reflect the overall slowing of biological reactions across all of the tissues at the cold temperatures. 

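In the set of 2065 genes, 50 had a negative change at 10°C in all 8 tissues. Their median mean change was −0.91 at 10°C and −0.62 at 18°C, and 96.0% had a negative mean change at 18°C. None of the 50 fell by more than 1 in all 8 tissues, and 4 fell by more than 0.5 in all 8. After RPKM were rescaled by the library medians, 77 genes fell in all 8 tissues.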

Enrichment of the oxidation-reduction GO term was only identified in two other repressed gene clusters, Clusters 19 and 25, which are specific to the kidney and spleen, respectively (Figure 3).

The enriched GO categories associated with tissue-specific clusters more or less reflected the cold-responsive biological processes confined to certain tissue types. 

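Supplementary Table S3 describes 11 genes as aminoacyl-tRNA synthetases. In the liver at 18°C all 11 fell more than 2-fold in RPKM + 1, by between 1.08 and 3.4 on the log2 scale, with a median change of −1.57, which was below all of 10000 random lists of 11 genes matched on mean expression. The median was −1.45 after rescaling by the library medians and −0.53 with RPKM rescaled to total reads. At 10°C it was −0.89, and −0.04 with RPKM rescaled to total reads, where 5 of the 11 genes rose. In the other 7 tissues the median at 18°C was between −0.87 in the kidney and 0.13 in the brain. With RPKM rescaled to total reads the liver did not have the lowest median at 18°C: the medians ran from −0.81 in the spleen to 0.43 in the kidney. The gene vars (ENSDARG00000044575) fell by 3.4 in the liver, from an RPKM of 32.1 to 2.14, on 426 and 31 reads. The changes of tars, eprs, kars and sars were −2.38, −2.0, −1.55 and −1.14. At 10°C these 5 genes had liver changes between −1.16 for vars and −0.41 for kars.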

For example, Cluster 3, which comprised 98 genes that were down-regulated in the liver, was enriched with aminoacyl-tRNA synthetases (aaRSs), including *qars, vars, eprs, tars, kars*, and *sars*, which are involved in tRNA aminoacylation for protein translation (Figure 3). aaRSs are critical for translation and play an essential role in protein synthesis (40). The levels of specific aaRSs affect the homeostasis of specific proteins, which could lead to long-term liver damage at severely cold temperatures. We also found GO terms and gene groups that were indicative of drastic cold stress responses in the gill and kidney. 

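In the kidney at 18°C the changes of the solute carrier genes slc2a11l (ENSDARG00000062873), slc4a1a (ENSDARG00000012881) and slc22a2 (ENSDARG00000030530) were −2.92, −0.64 and −1.53, and at 10°C they were −1.08, −0.15 and −0.14. In the gill the changes at 18°C were −0.79, −1.35 and −2.01. The RPKM of slc2a11l in the gill was 0.999 at 28°C. With RPKM rescaled to total reads the kidney change of slc4a1a at 18°C was 0.75. The apolipoprotein gene apoa1a (ENSDARG00000012076) fell by 3.86 in the kidney and 3.66 in the gill at 18°C, and apoa4 (ENSDARG00000040298) fell by 5.14 and 3.00. In the 28°C libraries the RPKM of apoa1a was 185 in the kidney, 46.2 in the gill and 4160 in the liver, and that of apoa4 was 56.6, 8.67 and 427.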

The genes in Cluster 26 were repressed in the gill and kidney and included those encoding 3 solute carrier family transporters (*slc2a11l, slc4a1a* and *slc22a2*), which are responsible for ion transport, and 2 encoding apolipoproteins (*apoa1a* and *apoa4*), which are associated with cholesterol efflux, suggesting the particular importance of ion transport and lipid metabolism in the cold response in these two tissues. 

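In the kidney the RPKM of serpina1 (ENSDARG00000090286) was 717 at 28°C, 11.7 at 18°C and 2.22 at 10°C, on 17647, 545 and 95 reads. Its change was −5.82 at 18°C. The changes of serpina1l (ENSDARG00000090850), serpina7 (ENSDARG00000087143) and serpinc1 (ENSDARG00000042684) at 18°C were −5.69, −4.72 and −3.88, and at 10°C they were −7.27, −5.47 and −4.28. The 28°C liver library had RPKM of 4940 for serpina1, 3830 for serpina1l, 468 for serpina7 and 145 for serpinc1, against 369, 62.3 and 19.2 for the last 3 genes in the 28°C kidney library. Of the 10 serpin genes in Supplementary Table S3, 7 fell more than 2-fold in the kidney at 18°C and 3 rose, with a median change of −4.25. The median was −4.27 after rescaling by the library medians and −3.26 with RPKM rescaled to total reads.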

Notably, the down-regulation of many genes encoding serine protease inhibitors (*serpins: serpina1, serpina1l, serpina7* and *serpinc1*) was also observed in the kidney. Cold decreases the rate of circulation and increases the viscosity of the blood, and both of these changes lead to an increased risk of clotting. Fishes inhabiting a constant cold environment, such as notothenioids in the Antarctic, counteract this effect by drastically reducing the number of circulating erythrocytes to reduce blood viscosity (41), indicating the critical importance of anti-clotting in the cold adaptation of teleosts. Serpins, such as Serpinc1, inhibit thrombin, thereby blocking activation of the feedback loop for blood coagulation (42). Hibernating turtles have been found to counteract the potential for cold-induced blood coagulation by up-regulating *serpins* (43). The widespread down-regulation of *serpins* in the zebrafish kidney may be indicative of a vulnerable point in the genetic circuits that hinders the tolerance of this fish to more severe cold temperatures.

### Identification and analysis of *cis*-regulatory elements in zebrafish cold response

Genes exhibiting similar expression patterns are likely to be co-regulated at the transcriptional level through programmed interactions between *cis*-regulatory elements and *trans*-factors (e.g., TFs). The gene clusters generated in the abovementioned experiment allowed for us to identify the *cis*-regulatory elements involved in the cold response and adaptation in zebrafish. We screened for enriched nucleotide motifs (potential *cis*-regulatory elements) within the regions 1 kb upstream of the annotated 5′ UTRs of the clustered genes using the motif-finding algorithm DREME (28). The workflow is shown in Figure 4A. We initially searched from 500 bp to 5 kb of the upstream regions to detect enriched motifs, and we eventually decided to search the 1 kb upstream regions to balance detection sensitivity and the breadth of motif coverage. The motifs identified in this study are considered to be the proximal regulatory elements of the genes. The p values for the identified motifs were calculated based on a hypergeometric distribution, and those with a corrected p value (E-value) of lower than 0.05 were regarded as significantly over-represented motifs in their respective cluster; thus, these motifs may participate in a regulatory network that orchestrates similar expression patterns among the motif-bearing genes upon cold challenge. We identified 17 motifs from 7 clusters (Clusters 0, 1, 5, 7, 16, 19 and 21) (Table 2). No enriched motifs were identified in the genes in any of the other clusters. Among the clusters that yielded enriched motifs Clusters 19 and 7 contained the greatest numbers of motifs (5 and 4, respectively), with the others contained 1 or 2 enriched *cis*-motifs (Table 2). The over-represented motifs were compared with known motifs in JASPAR database using TOMTOM tool (44). Of the 17 enriched motifs, 10 had identical sequences as those of known transcription factor binding sites in JASPAR database; thus, they were regarded as known motifs (Table 2 and Supplementary Figure S6). The percentage of genes within each cluster with a specific motif varied. Cluster 7 contained the highest proportion of genes with the WCACCTGW motif (48%), suggesting that approximately half of the co-expressed genes in this cluster might be influenced by this motif.

**Figure 4.**
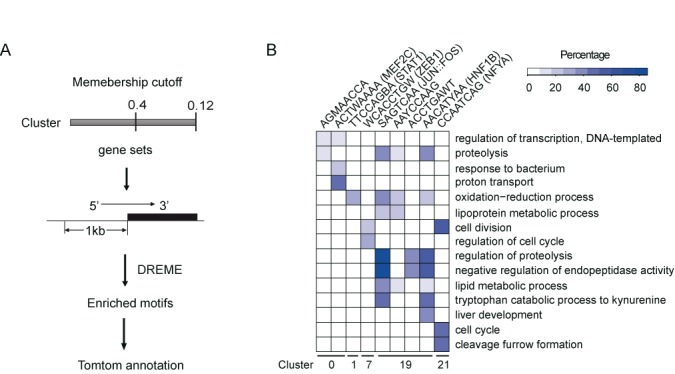
Identification of cold-responsive *cis*-regulatory motifs and distribution of the motif-containing genes among the enriched GO terms. (**A**) Strategies for identifying enriched motifs in the proximal promoter regions of the co-regulated genes. Genes were assigned to a cluster at two different membership cut-off values—0.12 and 0.4—based on the Pearson correlation of the gene's expression pattern with the centroid of the cluster. Conserved motifs that were within 1 kb upstream of their annotated 5′ UTRs were identified using the DREME algorithm. TOMTOM was used to annotate the detected motifs with JASPAR database. (**B**) Heatmap showing the percentages of genes in the gene set with certain motifs (shown at the top) associated with the enriched GO terms (shown at right) identified in Figure 3.

**Table 2.** Enriched motifs in different clusters

Cluster ID	Membership cut-off	Enriched motif	Positive	Negative	*P*-value	*E*-value	Annotated name (ID)
Cluster 0	0.12	AGMAACCA	39/230	1478/20474	7.20E-07	3.10E-02	Novel
Cluster 0	0.4	ACTWAAAA	36/68	4894/20474	2.50E-07	7.90E-03	Novel
Cluster 1	0.12	CGCCCCW	25/121	1352/20474	3.50E-07	1.30E-02	Novel
Cluster 1	0.12	TTCCAGBA	34/121	2376/20474	7.30E-07	2.70E-02	Stat1(MA0137.3)
Cluster 5	0.4	GATAASAC	8/22	778/20474	8.90E-07	1.90E-02	Gata1(MA0037.2)
Cluster 7	0.12	WCACCTGW	113/272	3315/20474	6.80E-23	2.80E-19	Zeb1(MA0103.2)
Cluster 7	0.12	GCGGCCTA	15/272	49/20474	3.50E-15	1.50E-02	Novel
Cluster 7	0.4	ATTGGTCY	33/205	815/20474	1.60E-11	6.30E-07	Novel
Cluster 7	0.12	ACCAAYYG	59/272	1493/20474	6.80E-14	2.80E-09	Nobox(MA0125.1)
Cluster 16	0.12	BCCTTATA	24/128	1166/20474	2.80E-07	1.00E-02	Srf(MA0083.2)
Cluster 19	0.12	SAGTCAA	80/188	4765/20474	4.80E-09	1.90E-04	Jun::Fos(MA0099.2)
Cluster 19	0.12	AAYCCAAG	25/188	863/20474	5.40E-07	2.10E-02	Novel
Cluster 19	0.4	AACATYAA	55/118	4736/20474	2.10E-08	7.60E-04	Hnf1b(MA0153.1)
Cluster 19	0.4	AACTGWCC	30/118	1967/20474	6.20E-07	2.20E-02	Myb(MA0100.2)
Cluster 19	0.4	ACCTGAWT	24/118	1331/20474	6.10E-07	2.20E-02	Novel
Cluster 21	0.12	CCAATCAG	20/72	1590/20474	4.00E-07	1.30E-02	Nfya(MA0060.2)
Cluster 21	0.12	AAACCGCG	8/72	210/20474	9.40E-07	3.10E-02	Runx1(MA0002.2)

‘Positive’ indicates the number of genes that contain the enriched motif in the cluster, whereas ‘Negative’ indicates the number of genes that contain the enriched motif but are not differentially expressed in the entire gene set (see ‘Materials and Methods’ section). One gene in Cluster 0 was excluded from statistical analysis because of a lack of sequence information for the promoter region. The annotated names and IDs are shown according to JASPAR database. M, A or C; W, A or T; B, T, C or G; S, C or G; Y, C or T.

To reveal which GO terms might be regulated by the identified *cis*-motifs, we compared the GO terms associated with the motif-bearing genes (Supplementary Table S6) to those assigned to all of the genes within the cluster. The association matrix between the enriched motifs and the over-represented GO terms is shown in Figure 4B and Supplementary Table S7. A total of 15 GO terms were found to be associated with the enriched *cis*-motifs. These GO terms comprised 48% (15/31) of the total GO terms that were over-represented for the whole set of DEGs in the cold-stressed zebrafish (Figure 3), suggesting that the *cis*-elements identified by this method may participate in the transcriptional regulation of approximately half of the cold-responsive processes in this fish.

Previous studies have provided the first evidence of transcriptional regulation mediated by the identified motifs. For example, the TGAGTCA motif identified in genes in Cluster 19 is a known binding site for activator protein-1 (AP-1), which is a family of dimeric basic region-leucine zipper (bZIP) proteins that includes the Jun and Fos sub-families (45,46). A repressive role of the AP-1 binding site in *serpinb2* transcription has been recently identified (47). Consistently, this motif is carried by 87% (6/7) of the genes involved in the ‘negative regulation of endopeptidase activity’ (Figure 4B), including five *serpins* in zebrafish. The binding of c-Jun and JunB to the AP-1 site has been found to negatively regulate apolipoprotein M (*apom*) promoter activity (48), and we found that 4 apolipoprotein genes (*apoa2, apoba, apoc2*, and *apoeb*) containing this motif were repressed in the kidney (Figure 3). 

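The 12 apolipoprotein genes in Supplementary Table S3 had a median change in the kidney of −4.13 at 18°C and −4.05 at 10°C, with 10 genes falling at each temperature and a range from −6.04 to 3.59 at 18°C. The median at 18°C was −4.17 after rescaling by the library medians and −2.92 with RPKM rescaled to total reads. The changes of apoa2 (ENSDARG00000015866), apoc2 (ENSDARG00000092155), apoeb (ENSDARG00000040295) and apoba (ENSDARG00000042780) at 18°C were −5.91, −6.04, −3.20 and −2.34. Their RPKM in the 28°C kidney library were 3020, 155, 86.6 and 5.01, and in the 28°C liver library they were 33800, 1110, 539 and 49.2. With a pseudocount of 0.1 the change of apoba was −4.17, since its 18°C RPKM was 0.185. In the muscle all 12 genes rose at 18°C, with a median change of 1.28.

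**Figure D4:**
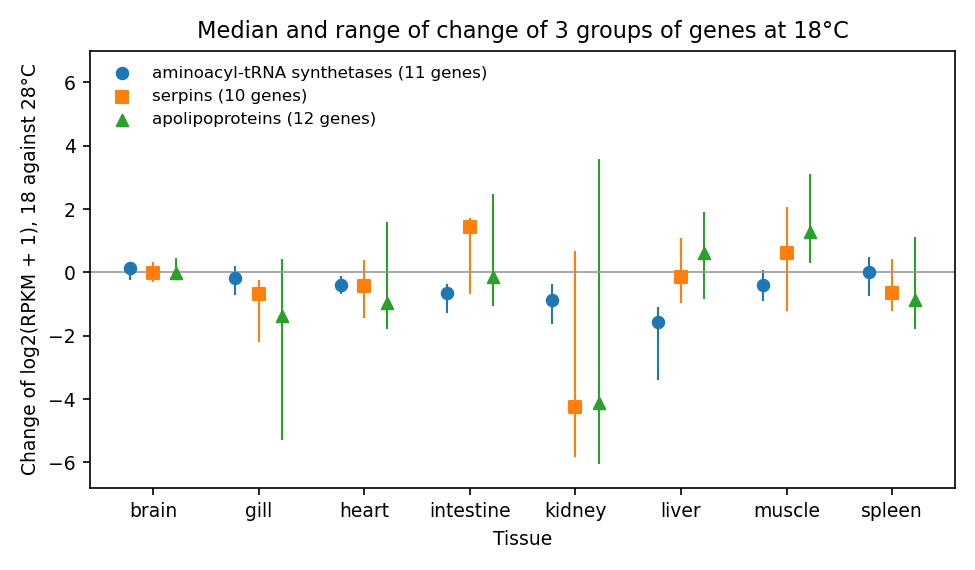
Change of log2(RPKM + 1) at 18°C against 28°C of the aminoacyl-tRNA synthetase, serpin and apolipoprotein genes of Supplementary Table S3 in each tissue. Symbols are medians and lines run from the lowest to the highest gene. The kidney medians of the serpins and apolipoproteins are −4.25 and −4.13, and the liver median of the synthetases is −1.57.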

Another motif, the TTCCAGBA motif, detected in genes in Cluster 1, was identified as a Stat1 binding site and was over-represented in genes involved in the oxidation-reduction process (Figure 4B), in agreement with the known role of Stat1 as a transcriptional modulator of the genes responsible for energy metabolism pathways (49). Stat1 has also been reported to be involved in the lipopolysaccharide-mediated modulation of two cytochrome P450 enzymes (CYP2E1 and CYP1A) in the mouse liver (50), consistent with our finding that *cyp1c1* in zebrafish, which contains the Stat1 site, was repressed in Cluster 1 (Figure 3).

### Experimental validation of the *cis*-regulatory motifs

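Genes of the set that fell more than 2-fold in the kidney at both 18°C and 10°C and changed less than 2-fold in the other 7 tissues at both temperatures numbered 9. Their median change in the kidney was −2.06 at 18°C and −1.42 at 10°C. Without the limit in the other tissues, the alternative that moved the number most, 317 genes fell more than 2-fold in the kidney at both temperatures, with median changes of −3.05 and −2.61. In 283 of these 317 genes (89.3%) the RPKM at 28°C was higher in the liver than in the kidney, which held for 34.2% of all 22457 lines.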

Among the enriched motifs, we selected 2 representative motifs for experimental validation, including the novel motif AGMAACCA, which was identified in the genes in the most populated cluster (Cluster 0, with 231 genes) that were commonly induced, and SAGTCAA, which is a known AP-1 binding site that was detected in the genes in Cluster 19, which showed decreased expression in the kidney under cold stress. We selected the following four genes harbouring the AGMAACCA motif that are involved in diverse biological processes: *ubc*, which participates in proteolysis; *fosl1a*, which is a stress-related transcription factor; *gstp1*, which is known to be associated with the oxidative stress response; and *c1orf51*, which is a novel predicted gene (Figure 5A). 

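The mean change of ubc (ENSDARG00000067755) over the 8 tissues at 10°C was 0.71 (SE 0.19, adjusted p = 0.0212, limma with tissue as a block), with a rise in 8 of 8 tissues, from 0.13 in the muscle to 1.36 in the liver. The gene gstp1 (ENSDARG00000005039) had a mean change of 0.91 (SE 0.21, adjusted p = 0.00858, limma) and rose in 7 tissues, from −0.33 in the spleen to 1.76 in the intestine. With RPKM rescaled to total reads, an alternative chosen after seeing the data, the limma adjusted p of these genes was 0.118 and 0.0557. Among the 8 tissues, fosl1a had an RPKM above 10 at 10°C in the gill, intestine, kidney and liver, where it was 17.2, 17.9, 19.0 and 11.3.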

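In the 10°C kidney library serpina7 had an RPKM of 0.43 on 16 reads, and apoba had an RPKM of 0.0304 on 10 reads, against 1333 and 945 reads in the 28°C kidney library. The log2 ratio of RPKM at 10°C to 28°C was −7.18 for serpina7, with a 95% confidence interval of −7.99 to −6.48, and −7.36 for apoba, with an interval of −8.43 to −6.48. These intervals cover counting error only, and not any liver RNA in the 28°C kidney pool, a hypothesis examined further below. At 28°C the RPKM of serpina7 was 62.3 in the kidney and 468 in the liver. That of apoba was 5.01 and 49.2.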

For the SAGTCAA motif, the motif-bearing genes *serpina7* and *apoba* were chosen (Figure 5B).

**Figure 5.**
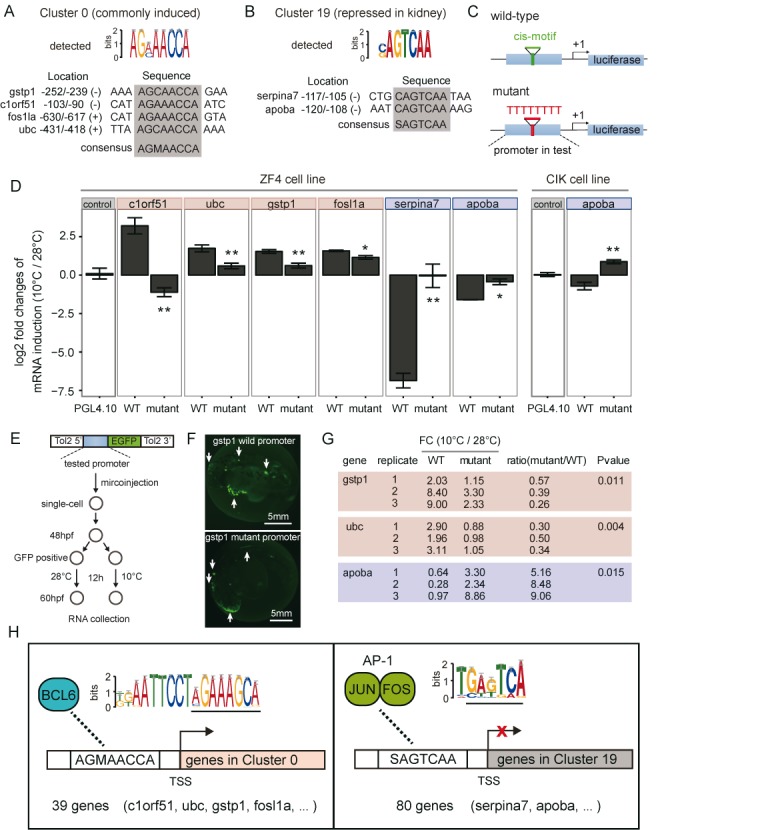
Experimental verification of the regulatory roles of two motifs, AGMAACCA and SAGTCAA, in gene expression in response to cold stress. (**A** and **B**) The locations, sequences and orientations of the *cis*-motifs within the gene promoters cloned for transfection assays. The highly conserved motif sequences in each promoter are indicated by the gray boxes. (**C**) The scheme for constructing a plasmid containing the luciferase reporter gene driven by the native promoter (top) or the motif-replaced promoter (bottom). (**D**) Ratios of reporter mRNA induction or repression at 10°C relative to 28°C were analysed using the wild-type and mutant constructs by transfecting zebrafish ZF4 and grass carp CIK cell lines. Statistically significant differences in mRNA induction or repression between the wild-type and mutant promoters are indicated by asterisks (* indicates *P* < 0.05, and ** indicates *P* < 0.01, t-test). An empty vector, PGL4.10, was used as a control. WT: wild-type. (**E**) The experimental design for examining the cold-responsive functions of the selected motifs by transgenic study of zebrafish embryos. The structure of the promoter construct and the workflow are shown. (**F**) Green fluorescence images, showing EGFP expression under the control of the wild-type (top) and mutant (bottom) *gstp1* promoters. (**G**) Relative expression levels of *egfp* in transgenic zebrafish embryos at cold (10°C) and normal (28°C) temperatures, as determined by RT-qPCR. The wild-type and mutated promoters of the same three genes (*gstp1, ubc* and *apoba*) as those used in the cell transfection experiments were examined. Fold changes were calculated by normalizing the mRNA levels at 10°C to those at 28°C. Student's t test was used to assess significant differences between the mutant/WT ratio and a value of 1. (**H**) Model of *cis*-regulation of cold-induced (red) and cold-repressed (blue) gene expression by Bcl6 and AP-1, respectively. Bcl6 positively regulates 39 genes from Cluster 0 via the AGMAACCA *cis*-motif, whereas AP-1 down-regulates the expression of 80 genes via the SAGTCAA motif. The known binding sites for Bcl6 and AP-1 are indicated at the top of each panel. The region that was predicted to contain the enriched motif by DREME is underlined.

The firefly luciferase reporter system was used to verify the regulatory abilities of the motifs under cold stress. ∼400–1000 bp of the promoter regions of the chosen genes containing either the wild-type motif or an oligo, ‘TTTTTTTTT’, which replaced this motif, were fused to a firefly luciferase reporter gene (Figure 5C). The constructs were transfected into cultured zebrafish ZF4 cells and incubated at 28 or 10°C. The cells were assayed for promoter activity at the two temperatures. We quantified the transcriptional changes of the reporter gene under cold stress by normalizing its transcription level at 10°C to that at the control temperature of 28°C. We observed that the wild-type promoters of all four genes containing the AGMAACCA motif were induced at 10°C, whereas the two promoters containing the SAGTCAA motif were repressed. For both motifs, the cold-induced expression changes were significantly decreased when the wild-type motifs were mutated (Figure 5D). Because the ZF4 cell line is derived from an embryonic zebrafish cell, its suitability for use in the validation of genes that are specifically repressed in the kidney, such as *apoba* in the abovementioned experiment, is questionable. However, we transferred the same *apoba* promoter constructs to cultured CIK cells, which is a cell line derived from grass carp kidney (35), and found that it showed a similar cold-repressive function in this cell line (Figure 5D).

To confirm the cold-responsive functions of the two motifs *in vivo*, the *gstp1, ubc* and *apoba* promoter sequences and the corresponding mutants were cloned into a Tol2 transposable element-based transgenic vector for microinjection into zebrafish embryos. The promoter activities at different temperatures were evaluated by measuring the expression of the target gene, *egfp*, as outlined in Figure 5E. All of the promoters were demonstrated to have function of driving gene expression in the zebrafish embryos, as exemplified by the *gstp1* promoter shown in Figure 5F. We quantified the transcriptional changes of *egfp* under cold stress by normalizing the expression level of the reporter gene at 10°C to that at the control temperature of 28°C. As expected, the *gstp1* and *ubc* promoters were induced by the cold temperature, whereas the *apoba* promoter was strongly repressed under *in vivo* conditions. When the specific AGMAACCA and SAGTCAA motifs were mutated, the levels of induction and repression by cold were greatly diminished, further confirming their cold-regulatory functions (Figure 5G). In this experiment, the *c1orf51* and *fosl1a* promoters were not examined because we found that the respective endogenous genes were not expressed in 48 hpf embryos at the normal temperature of 28°C (Supplementary Figure S7), suggesting that their expression may vary according to the developmental stage and the surrounding cellular environment (i.e., *in vivo* versus in culture).

A search against JASPAR database revealed that the SAGTCAA motif is identical to the binding site of AP-1 (Table 2). AP-1 is a transcription factor complex consisting of Fos and Jun family proteins. On the other hand, the AGMAACCA motif is highly similar to the 3′ half of the known binding site of BCL6 in humans (Figure 5H). Alignment of the human BCL6 motif with that resides in the zebrafish *c1orf51* promoter revealed additionally shared nucleotides between the two (Supplementary Figure S8). Therefore, the newly identified zebrafish motif might be equivalent to the human BCL6-binding motif. Expression analysis of transiently transfected cells showed that reporter gene expression changes under cold stress induced by the *c1orf51* promoter were particularly dramatic (Figure 5D). In addition, among the 39 co-regulated AGMAACCA motif-bearing genes in Cluster 0, at least one gene, *id2*, has been recently identified as a target of BCL6 in humans (51). Based on these findings, we propose that these two motifs have regulatory roles in the cold response in zebrafish, as shown in Figure 5H.

### The protein–protein interaction network among cold-regulated genes and transcription factors

To further evaluate the roles of individual factors in the cold-responsive network, we obtained evidence of protein interactions (genetic interactions, physical interactions or co-localization) between motif-bearing genes and transcription factors (TFs). Currently, little information on protein interactions is available for zebrafish, which prompted us to use the protein–protein interaction information for humans recorded in GeneMANIA database (52). Based on the sequences of the *cis*-motifs, six TFs, Bcl6, Jun, Fos, Stat1, Nfya and Zeb1, were confidently predicted to be the *trans*-factors that bind to the *cis*-motifs and regulate their target genes during cold stress. A total of 42 genes in five gene clusters were found to have physical or genetic interactions with the six TFs. By incorporating protein interaction evidence with our data on the motif-bearing genes, we constructed a regulatory network with 61 edges (Figure 6A). Some genes that contain defined *cis*-motifs were found to interact with their binding TFs. The direct physical interaction between a TF and the protein encoded by the target gene might imply the existence of a regulatory loop between the two, which is indeed the case for the *ubc*-Bcl6 pair. The interaction of UBC with BCL6 has been reported to result in ubiquitination and degradation of BCL6 (53,54). In addition to interacting with their respective target genes, these TFs might also interact with factors outside of their defined clusters, indicating the existence of interconnected networks between the cold-responsive factors. To identify the hub TFs within the network, we summed the number of connections associated with each TF. Notably, we found that a component of the AP-1 complex, Jun, directly interacted with 4 other TFs and had the largest number (n = 25) of connections within the network (Figure 6A).

**Figure 6.**
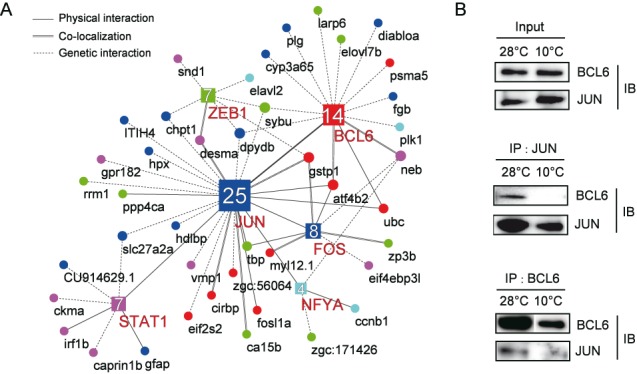
Regulatory networks, showing the protein and gene interactions among the motif-bearing genes and the binding TFs. (**A**) Circular nodes denote the classifications of the genes in the identified gene clusters, with red indicating the AGMAACCA motif in Cluster 0, blue depicting the SAGTCAA motif in Cluster 19, magenta denoting the TTCCAGBA motif in Cluster 1, green depicting the WCACCTGW motif in Cluster 7 and cyan indicating the CCAATCAG motif in Cluster 21. The quadrate nodes denote the binding TFs, with each colour indicating the TF–promoter relationship with the gene of the same colour. Protein–protein interaction information was retrieved from the literature using GeneMANIA. The types of protein–protein interactions are depicted by different types of lines, with the solid lines representing physical interactions, the parallel lines depicting co-localization, and the dots representing genetic interactions. According to the definitions in GeneMANIA, ‘physical interaction’ refers to an experimentally validated protein–protein interaction, and ‘co-localization’ refers to two proteins that co-localize in the cell. ‘Genetic interaction’ indicates that the effects of one gene are modified by another gene, as identified through mutational analysis. The number of connections associated with each TF is indicated in the quadrate nodes. Protein–protein interaction information was retrieved from the literature using GeneMANIA, and the network was constructed using Cytoscape software. (**B**) Validation of the interaction between Jun and Bcl6 by CoIP. ZF4 cells maintained at 28°C and 10°C were harvested for immunoprecipitation (IP) with a Jun or Bcl6 antibody. Input (top) and immunoprecipitates of Jun (middle panel) and Bcl6 (bottom panel) were analysed by immunoblotting (IB) with antibodies against Jun and Bcl6.

Given the importance of Jun and Bcl6 in the network, as well as the possibility of a physical interaction between these two TFs, as indicated in GeneMANIA database, we examined their potential interaction in the zebrafish/teleost system. To accomplish this goal, we co-immunoprecipitated them from ZF4 cells, clearly demonstrating their direct interaction. Moreover, the amount of the complexes was markedly reduced following cold treatment at 10°C compared with that at 28°C (Figure 6B and Supplementary Figure S9). The cold-dependent regulation mediated by these two interacting TFs would result in a cold-responsive cascade involving multiple downstream genes in the network. In summary, the constructed network expands upon the interactions between the motif-bearing genes and their associated TFs.

## DISCUSSION

### Conservation and diversification of cold-responsive gene expression in fish

To delineate the regulatory networks that underlie the cold response in zebrafish, we comprehensively examined the gene expression patterns in all major tissue types for two different low-temperature challenges using deep RNA-Seq. In terms of the number of DEGs between the normal and cold-stressed conditions, the kidney, which is involved in haematopoiesis, excretion and immune responses in teleosts, was found to have the greatest number, whereas the brain was determined to have the lowest number. Gene expression patterns under cold stress have also been investigated in seven tissues of a eurythermal fish, the common carp (*C. carpio*). A comparison of the results of that study with those of the present study revealed that the brains of these two fishes have substantially different cold responses, as determined by the number of DEGs identified in each tissue (Supplementary Figure S10A). The zebrafish brain exhibited the lowest number of DEGs among the tissues, which is the complete opposite of what was observed in the common carp. Differences in gene expression patterns were also observed between the two fish in other tissues, such as kidney and intestine. Overall, different tissues respond to cold stress with distinct strategies, and these strategies must rely heavily on background genetic programs operating in the specific tissue types. This is supported by the finding that the biological processes represented by GO terms are distributed among various clusters, which consisted of DEGs associated with different tissues or temperatures (Figure 3).

Despite the widespread tissue-specific responses, a core set of genes was induced or repressed in all or multiple tissue types. 

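A fit by limma with tissue as a block tested whether the mean change of a gene over the 8 tissues differed from no change. It did not test whether the tissues changed alike, so genes with unlike changes can pass. At 10°C, 3121 of 22457 lines had an adjusted p under 0.05, 1415 of them with a rise and 1706 with a fall, and 6432 had an unadjusted p under 0.05. At 18°C the numbers were 16 adjusted, with 5 rises and 11 falls, and 3160 unadjusted. With each tissue left out in turn, between 1899 (without the intestine) and 3067 (without the muscle) lines passed at 10°C, and between 0 and 5 at 18°C, where 2346 to 3234 had an unadjusted p under 0.05. Scaling to total reads, which was chosen after seeing the data, moved the 10°C number most, to 964, with 548 rises and 416 falls. Rescaling by the library medians gave 3334 lines, with 993 rises and 2341 falls, so the split of directions depends on the scale.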

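In the set of 2065 genes, 255 rose in all 8 tissues at 10°C. Of the others, 301 rose in 7 tissues, 379 in 6 and 325 in 5. The 255 genes had a median mean change of 1.01 at 10°C and 0.33 at 18°C, and 79.2% of them had a positive mean change at 18°C. In 131 of them the mean change at 10°C exceeded 1, and 20 rose by more than 1 in every tissue. Of the criteria tried, the direction at 18°C moved this number most: 34 genes rose in all 8 tissues at both temperatures. A rise of more than 0.5 in all 8 tissues was found for 73 genes. Rescaling by the library medians left 219.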

We identified 231 genes that were commonly induced and 121 genes that were commonly repressed across all 8 tissues, and the other genes showed consistent expression in seven or fewer tissues. The identification of the common cold-responsive genes in zebrafish allowed for their comparison with genes that are typically induced in the common carp during cold stress (5). Between the two fishes, 38 genes were found to be identical (Supplementary Figure S10B and Table S8). These genes are involved in oxidative phosphorylation, protein folding and degradation, RNA processing and translation, which comprise the set of evolutionarily conserved cold-responsive mechanisms in the teleost. These processes also may be active in other animal groups in response to cold stress (55).

Out of the 231 commonly induced genes, 101 have been previously reported to be induced in larval zebrafish (9,11) (Supplementary Table S8). Most of the genes are involved in the same biological processes noted above, for example, the *cox* gene family (*cox5b, cox6a1, cox7a2a* and *cox7c*) and *v-atpases* (*atp5ia, atp5ib, atp5l* and *atp5o*), which are involved in oxidative phosphorylation. However, we did observe more pronounced expression changes in antioxidant enzymes (*ptgs2a, ptgs2b, gstp1, gpx4b* and *prdx1*), several stress-related transcription factors (*hig1, nfkbiaa, fosl1a, junb, cebpb, fkbp25, klf2* and *klf11*) and 3 pro-apoptotic genes (*gadd45aa, gadd45ab* (56) and *aif* (57)) that do not belong to the evolutionarily conserved responsive gene set, suggesting species-specific differences between the common carp and zebrafish. 

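At 10°C the mean change of cox6a1 (ENSDARG00000022438) over the 8 tissues was 0.97 (SE 0.15, adjusted p = 0.000518, limma with tissue as a block), with a rise in 8 tissues. The gene cox7c (ENSDARG00000053382) had a mean change of 0.67 (SE 0.19, adjusted p = 0.0224, limma) and rose in 7 tissues, with −0.62 in the muscle. The mean changes of atp5ia (ENSDARG00000078113), atp5ib (ENSDARG00000068940) and atp5l (ENSDARG00000011841) were 0.38, 0.40 and 0.54, with limma adjusted p of 0.109, 0.129 and 0.0479 and rises in 6, 6 and 7 tissues. After rescaling by the library medians the adjusted p of atp5l from limma was 0.078. The median change of these 5 genes at 10°C was positive in all tissues but the muscle, where it was −0.32, and was 0.98 in the kidney. Rescaling by the library medians gave −0.19 in the muscle, and rescaling to total reads gave 0.12 in the muscle and −0.15 in the spleen.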

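Of the stress-related genes, gadd45aa (ENSDARG00000043581) had a mean change at 10°C of 2.34 (SE 0.37, adjusted p = 0.000654, limma with tissue as a block), from 0.67 in the brain to 4.37 in the liver. The mean changes of nfkbiaa (ENSDARG00000005481), klf11b (ENSDARG00000013794), hig1 (ENSDARG00000022303) and prdx1 (ENSDARG00000058734) were 1.89, 1.86, 1.75 and 1.17, with limma adjusted p of 0.000259, 0.000496, 8.4e-05 and 0.00929. These 5 genes and ptgs2a (ENSDARG00000004539, mean change 0.97, limma adjusted p = 0.0113) rose in all 8 tissues. The gene ptgs2b (ENSDARG00000010276) rose by 4.05 in the gill, from an RPKM of 3.28 to 69.9, and by 2.01 in the kidney. Its mean change of 1.03 had an adjusted p of 0.0673 from limma, and 0.0292 with a pseudocount of 0.1. For gpx4b (ENSDARG00000076836) the mean change was 0.60 (limma adjusted p = 0.0257), with −0.52 in the muscle.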

Whether these differences translate into different levels of cold tolerance between the two species requires further investigation. In nature, common carp are more resistant to cold temperatures than zebrafish.

Due to a substantial increase in the number of genes available for multi-tissue screening (22 340 compared with 13 440 for the common carp), we identified 92 additional commonly induced genes in this study. These genes include *gpd1b*, which has been shown to accumulate in response to cold stress in yeast (58), and *atf4b2*, a transcription factor involved in regulation of the cold-adaptive response via activation of downstream targets associated with energy homeostasis in hibernating ground squirrels (38) and mice (39). These factors may belong to the evolutionarily conserved regulatory networks that have been overlooked in previous studies due to the limited sequencing technologies available at the time.

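The gene gpd1b (ENSDARG00000043180) had a mean change of 0.62 at 10°C (SE 0.22, adjusted p = 0.075, limma with tissue as a block) and rose in 7 of 8 tissues. The change was 1.53 in the liver, where the RPKM was 243 at 28°C and 707 at 10°C, and −0.39 in the muscle, where it was 255 and 194.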

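At 10°C cyp2n13 (ENSDARG00000042953) fell in all 8 tissues, with a mean change of −1.30 (SE 0.30, adjusted p = 0.00847, limma with tissue as a block). Its change was −2.84 in the kidney, −2.23 in the spleen, −1.89 in the intestine, −1.74 in the liver and −1.09 in the gill. In the brain, heart and muscle the change was −0.19, −0.28 and −0.17, at RPKM under 1 in the 28°C libraries (0.256, 0.912 and 0.608). The gene faxdc2 (ENSDARG00000023820) had a mean change of −0.92 (SE 0.28, adjusted p = 0.035, limma). It fell in 7 tissues, with 0.13 in the brain, −1.68 in the liver and −2.43 in the kidney. Its 28°C RPKM was 27.7 in the kidney and 175 in the liver. Liver RNA in the 28°C kidney pool, a hypothesis examined further below, could add to its kidney fall.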

Similar to the commonly induced genes, the commonly repressed genes included many key genes involved in the oxidation-reduction process (for example, *cyp2n13, cyp1c1* and *faxdc2*), indicating the overall slowing of biological reactions at cold temperatures (Figure 3). Repression of oxidation-related genes would reduce the mitochondrial respiratory rate and thus minimize oxidative stress in cold temperatures (7,59).

### Evolution of *cis*-regulatory elements in the cold-responsive network of the fishes

The integration of multi-tissue transcriptional changes into a definitive set of genetic circuits is highly desirable but remains challenging in the study of teleost cold responses. By examining zebrafish cold-induced expression patterns with motif identification tools, we identified distinct *cis*-regulatory elements in the promoters of co-regulated genes that likely participate in regulatory networks in zebrafish. This is the first report of the use of this type of approach to study the teleost cold response, and it was shown to be valid and effective.

We identified a few *cis*-regulatory motifs that are known to be cold responsive in other animals, such as the AP-1 binding motif and the Stat1 binding site, confirming the validity of this approach. More notably, we were able to pinpoint motifs that are not known to be cold responsive. For example, the motif AGMAACCA was over-represented in 17% of the commonly induced genes and was predominantly found in genes annotated with the ‘response to cold’ GO classification (Supplementary Table S5). Cell transfection and *in vivo* transgenic analysis with reporter genes revealed that this motif is an authentic cold-responsive element involved in transcriptional regulation. We identified a series of such elements (Table 2) and have provided data for further in-depth studies.

The identification of potential cold-responsive regulatory motifs paved the way for identifying the *trans*-regulatory factors involved in the cold response. We identified a series of *cis*-motifs and their binding *trans*-factors, such as the AGMAACA motif for Bcl6 binding and the SAGTTC motif for AP-1 binding. The elucidation of this genetic network provides new insights into the molecular mechanisms underlying cold adaptation in fishes. To gain insight into the degree of conservation of this network in fishes, we examined the presence of the Bcl6 and AP-1 binding sites in regions 1 kb upstream of orthologous genes in four other fish species that have adapted to different thermal habitats. We found that the number of genes bearing these motifs varied among the species and that generally, the sub-Arctic and temperate fishes (Atlantic cod, common carp and pufferfish) have fewer genes with these two motifs in the 1 kb upstream regions, while the two tropical fishes, tilapia and zebrafish, have as many as 47 and 119 genes, respectively, containing them (Supplementary Figure S11). Notably, some orthologous genes do not completely correspond between zebrafish and the other four fish species evaluated due to the loss or gain of genes among these species. Nonetheless, we observed the global dynamic patterns in the promoters of these orthologous genes. Our results indicate that the regulatory network for the cold response is markedly different among fish species and that these differences may be influenced by species’ evolutionary histories. The regulatory network identified in our study may serve as a foundation for investigating the evolution of cold-responsive elements in various fish species.

In summary, by integrating the transcriptional profiling data with the annotated genome, we successfully delineated several genetic networks regulating the responses of zebrafish to mild and severe cold. The newly identified *cis-* and *trans-*regulatory factors provide new insights into the molecular mechanisms of cold responses and thermal adaptation in teleost fishes. Due to the limited upstream regions in which the motifs were searched for and the inadequate sensitivities of the detection programs, the current list of motifs is probably not complete. Further studies with shorter sampling intervals and programs that are more amenable to searching a larger area may improve the completeness and accuracy of the network. Nonetheless, the discovery of novel cold-responsive motifs and their associated TFs in this work suggests that our approach is promising. Such a systematic approach could be useful in broader studies of environmental genomics.

## DATA AVAILABILITY

The sequencing data have been deposited in GEO at NCBI under the accession number GSE62221.

## Supplementary Material

SUPPLEMENTARY DATA

# Supplementary material for: Global identification of the genetic networks and cis-regulatory elements of the cold response in zebrafish
**Source:** Nucleic Acids Res. 2015 Jul 30;43(19):9198–213. doi: 10.1093/nar/gkv780
**Supplement:** SUPPLEMENTARY DATA

Global identification of the genetic networks and cis-regulatory elements of the cold response in zebrafish — Global identification of the genetic networks and cis-regulatory elements of the cold response in zebrafish — SUPPLEMENTARY DATA 

# Global identification of the genetic networks and *cis*-regulatory elements of the cold response in zebrafish

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: Global identification of the genetic networks and cis-regulatory elements of the cold response in zebrafish
**Source:** Nucleic Acids Res. 2015 Jul 30;43(19):9198–213. doi: 10.1093/nar/gkv780
**Supplement:** SUPPLEMENTARY DATA

## **SUPPLEMENTARY DATA**

**Table S1: List of primers used in this study.**

**Table S2: The numbers of raw, clean and mapped RNA-Seq reads for each sample.**

**Table S3: List of differentially expressed genes in zebrafish between the normal and cold temperatures.**

**Table S4: List of genes and their cold-responsive expression patterns for clusters obtained by fuzzy K-means clustering.**

**Table S5: Enriched GO terms in each cluster, along with the  $-\log_{10}$  transformed p value for each GO term identified in enrichment analysis.**

**Table S6: List of genes with enriched cis-motif(s).**

**Table S7: Percentage of genes with certain cis-motifs among the gene set associated with the enriched GO terms shown in Figure 4.**

**Table S8: Breakdown of the Cluster 0 (commonly induced) genes into three categories: 'fish core set', 'zebrafish core set' and 'previously undescribed set'.**

**Figure S1: Electropherograms of total RNAs from 24 samples.**

**Figure S2: Electropherograms of cDNA libraries of 24 samples.**

**Figure S3: Characterization of gene expression patterns in zebrafish tissues under cold stress.**

(A). Venn diagrams showing the distribution of genes with > 2-fold changes in expression among the three comparisons. (B). The relative expression changes of the DEGs at 18°C and 10°C after normalization to 28°C in the kidney. 

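The plot covers the kidney libraries, in which the changes at 18°C ran widest. Among genes that passed both criteria at 28°C compared with 18°C and had an RPKM of at least 10 in either library, the 5 largest rises were those of ENSDARG00000094960 (si:dkey-4c23.8, 8.44), ENSDARG00000091409 (zona pellucida glycoprotein 2.6, 6.80), ENSDARG00000088932 (si:dkey-240e12.6, 6.67), ENSDARG00000091558 (si:ch211-251f6.7, 6.51) and ENSDARG00000089966 (zona pellucida glycoprotein 2.6, 6.32). At 10°C these changes were 6.07, 3.99, 3.67, 2.77 and 3.66. The 28°C value of the first gene rests on 1 read, and the 95% confidence interval of its log2 ratio of RPKM at 18°C was 9.18 to 16.96. The 5 largest falls were those of ENSDARG00000092419 (vitellogenin 7, −11.78), ENSDARG00000055809 (vitellogenin 2, −11.66), ENSDARG00000016825 (vitellogenin 6, −10.82), ENSDARG00000016448 (vitellogenin 3, phosvitinless, −9.73) and ENSDARG00000052792 (nothepsin, −8.19). Their RPKM in the 28°C kidney library were 20100, 14500, 5790, 1170 and 380, and in the 28°C liver library they were 132000, 118000, 46200, 7840 and 2020. The 6106115 reads of vitellogenin 7 in the 28°C kidney library became 2720 at 18°C. Reads shared between members of a gene family were not analysed here.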

(C). Sampling strategy for examining the effect of prolonged 18°C exposure on gene expression patterns in zebrafish. Zebrafish reared at and acclimated to the normal temperature (28°C) were gradually cooled to 18°C using the same procedure as that described in the previous experiment, and the fish were maintained at 18°C for 36 h. The sampling time points are denoted by three dots, with the letters a, b and c (a-normal 28°C; b-18°C, 12 h; and c-18°C, 36 h). (D) Scatter plot showing the expression changes of 5 genes in two comparisons, namely b/a (18°C, 12 h/28°C) and c/b (18°C, 36 h/18°C 12 h), in multiple tissues. Two micrograms of RNA from each individual tissue sampled at one of the three time points was reverse transcribed. An equal amount of the resultant cDNA product was subjected to quantitative PCR for amplification of the 5 genes that showed significant cold-responsive transcriptional activity in our previous experiment. The relative

expression level of each gene in each tissue was calculated for the two comparisons, and the ratio was  $\log_2$  transformed and plotted. The X axis indicates the change in expression deduced from c/b, and the Y axis represents that from b/a. The distribution of the genes in the x-y space clearly indicates greater expression changes for the 18°C, 12 h/28°C comparison compared with the 18°C, 36 h/18°C 12 h comparison. The different genes and tissues examined are indicated by the different shapes and colours.

**Figure S4: The expression patterns of 12 genes under cold treatments, as measured by RT-qPCR, compared with those deduced from the RNA-Seq results.**

**Figure S5: Heatmap showing the clustering results of the 1943 differentially expressed genes.**

**Figure S6: Sequence alignments between the enriched cis-motifs and the matched entries in JASPAR database.**

**Figure S7: Agarose gel electrophoresis, showing the RT-PCR products of 4 endogenous genes in zebrafish embryos (48 hpf) maintained at 28°C or exposed to 10°C for 12 h.** The results suggest lack of expression of the *c1orf51* and *fos1la* genes in the embryos at 28°C. Because of this lack of expression, it was impossible to assess the effect of motif mutations on gene expression at 28°C. These two genes were not selected for the *in vivo* transgenic study.

**Figure S8: Sequence alignment of the AGMAACCA motif, the Bcl6 binding site and the corresponding sequences in the four validated promoters.** The identical bases are indicated by triangles, and the number of identical bases is indicated on the right.

**Figure S9: Validation of the protein interaction between Jun and Bcl6 by CoIP in larger images, with the size markers shown.** ZF4 cells at 28°C and 10°C were harvested for immunoprecipitation (IP) with a Jun or Bcl6 antibody. Input and immunoprecipitates were analysed by immunoblotting (IB) with antibodies against Bcl6 (A) and Jun (B). The target band is indicated by red arrows in the blot. PageRuler Prestained Protein Ladder was used as a protein ladder (#26616, Thermo).

**Figure S10: Comparison of the cold-responsive patterns between zebrafish and common carp.** (A). The distributions of the numbers of differentially expressed genes among the tissues under cold stress in zebrafish and common carp. Red indicates up-regulated genes, and blue indicates down-regulated genes. (B) Heatmap for the gene sets listed in Table S6. The 'fish core set' was deduced by a comparison with commonly induced genes from common carp. The 'zebrafish core set'

contains genes that have been reported to be up-regulated in larval zebrafish. The 'previously undescribed set' contains genes that have not been previously reported.

**Figure S11: Analysis of the presence of the Bcl6 and AP-1 binding sites in upstream 1 kb**

**regions of zebrafish orthologous genes from other fish species.** Four fish species, including Atlantic cod (*Gadus morhua*), common carp (*Cyprinus carpio*), pufferfish (*Tetraodon nigroviridis*) and tilapia (*Oreochromis niloticus*), were chosen for analysis. For zebrafish, 39 commonly induced genes containing the Bcl6 binding motif in their promoters and 80 kidney-repressed genes containing the AP-1 binding motif in their promoters were included in analysis. The genes are listed in Supplementary Table S6. For Atlantic cod, pufferfish and tilapia, the orthologous gene pairs between zebrafish and each of the three fish species were obtained from Biomart in Ensembl. We obtained 94, 89 and 116 orthologous genes for Atlantic cod, pufferfish and tilapia, respectively. We retrieved the corresponding Uniprot IDs for the common carp genes from Carpbase (common carp genome database, <http://www.carpbase.org/>). Then, we retrieved the Uniprot IDs for the zebrafish genes from Ensembl. The zebrafish-common carp orthologous gene relationships were referenced using the same Uniprot IDs. We identified 116 orthologous genes in common carp. The genome versions used in the study were as follows: Atlantic cod (gadMor1), common carp (GCA\_000951615.1), pufferfish (TETRAODON8.0), tilapia (Orenil1.0), and zebrafish (ZV9). The 1 kb upstream sequences of the orthologous genes were retrieved from their respective genomes based on the gff file, which denoted the coordinates of the genes within chromosomes or scaffolds. FIMO motif scanning software in MEME Suite was used to search for the Bcl6 and AP-1 binding motifs in the promoter sequences. Promoter sequences with a p value of less than the default threshold (0.0001) were considered to contain a binding motif. The number of the genes with the Bcl6 and AP-1 binding motifs were counted for each species.

Figure S1

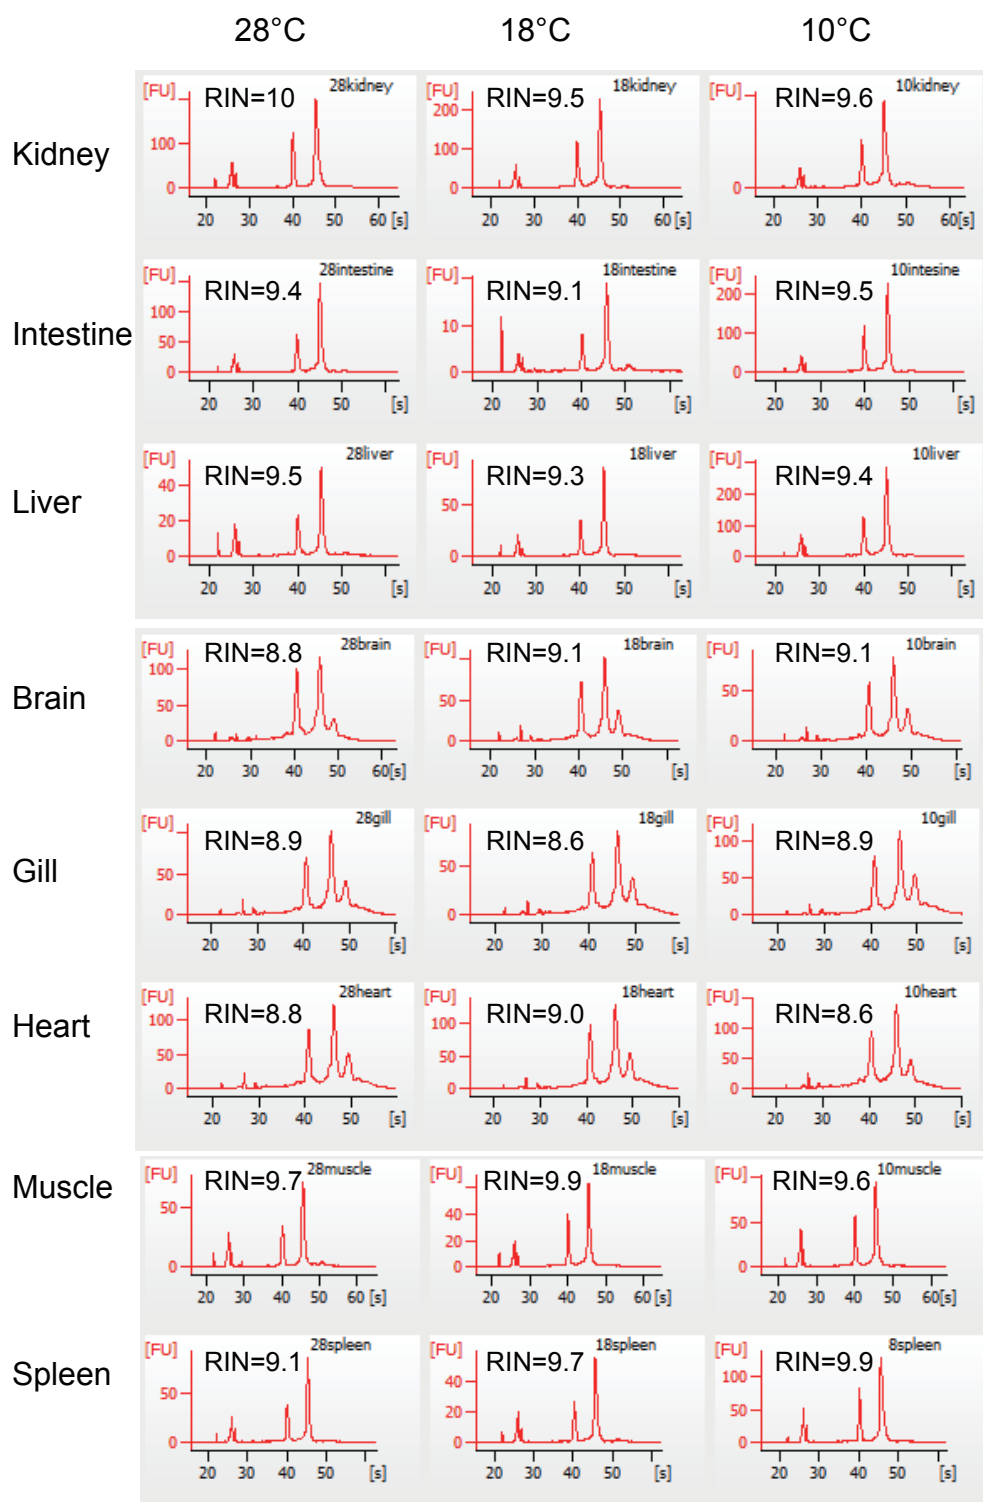

Figure S2

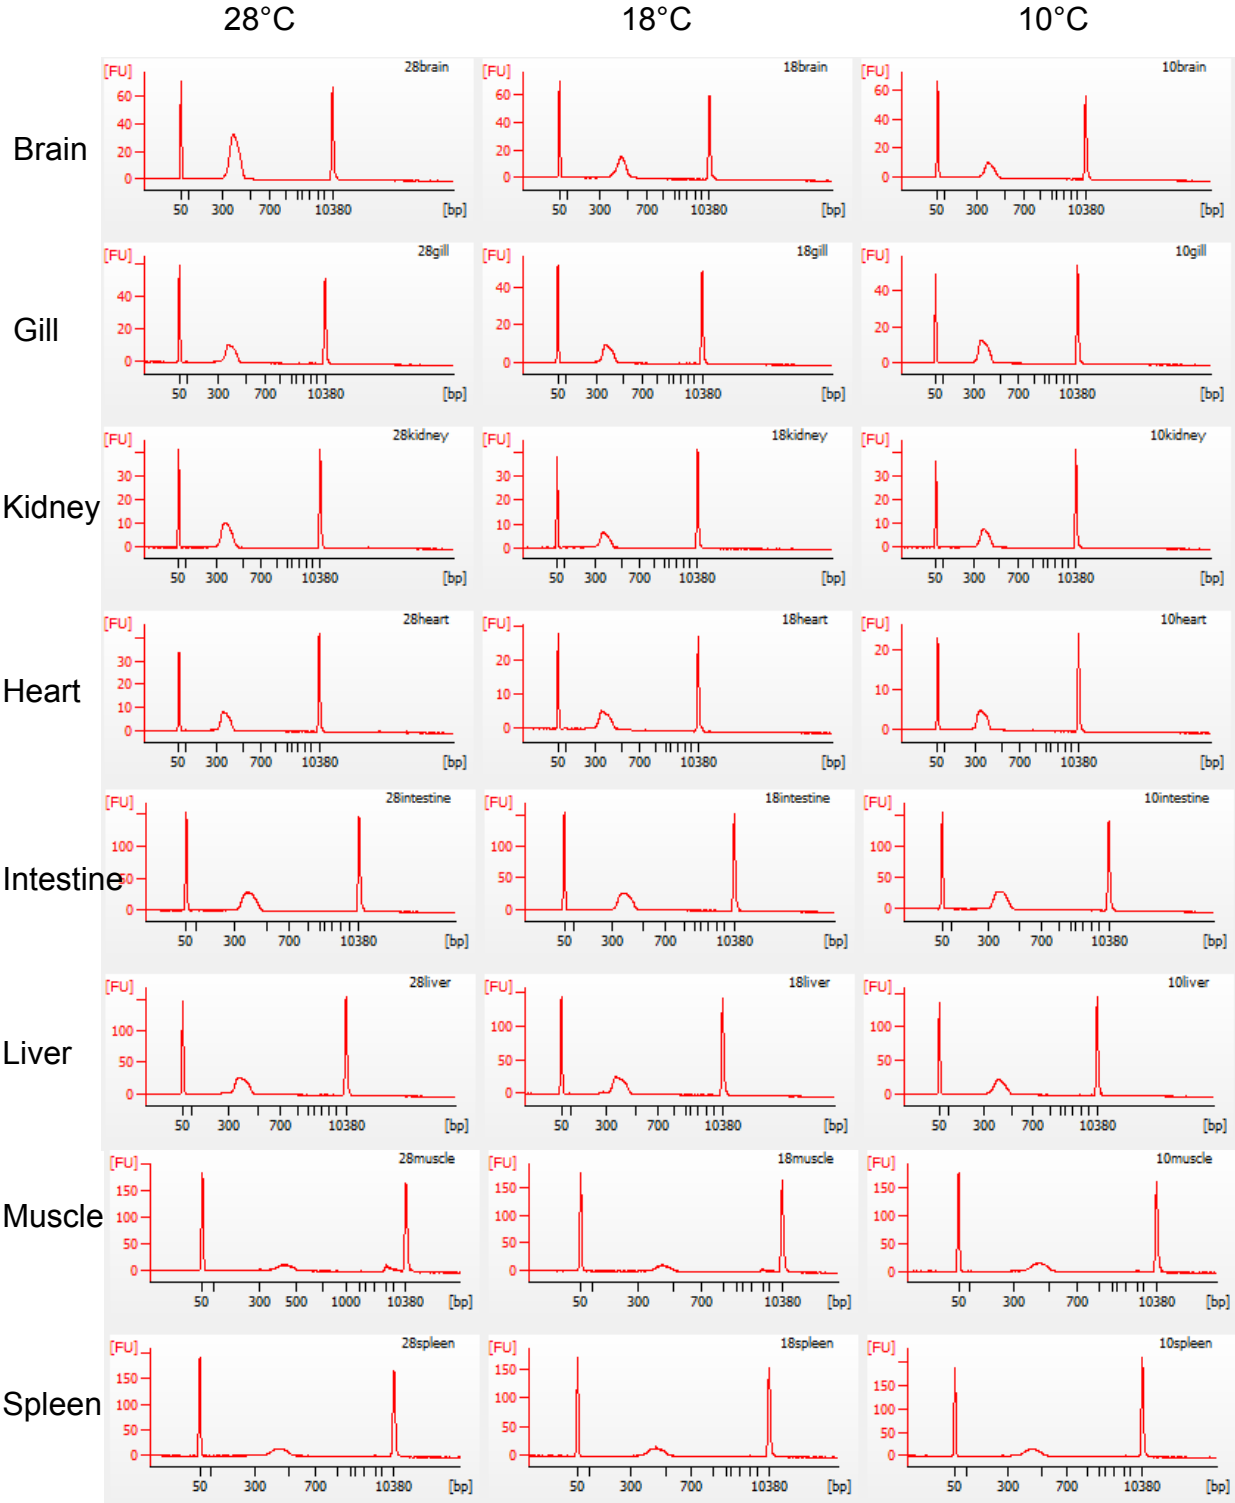

Figure S3

A

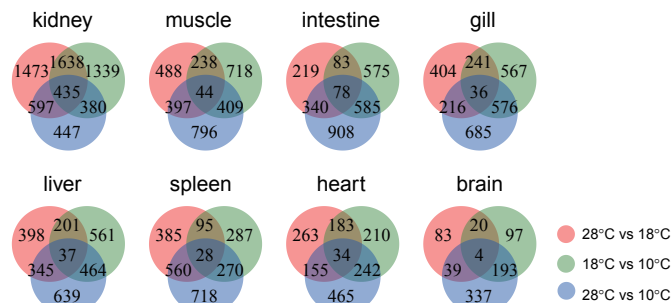

B

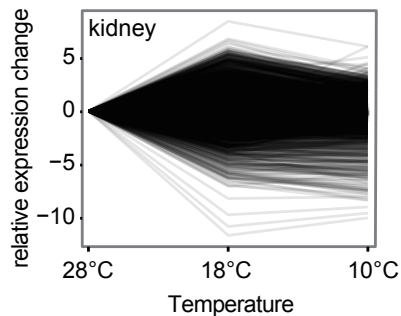

C

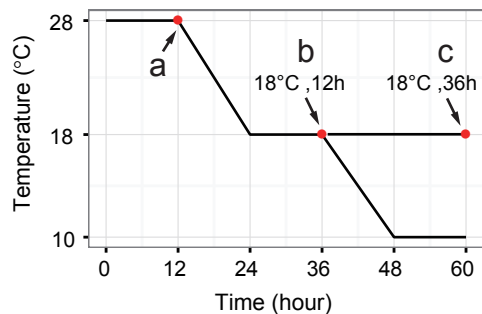

D

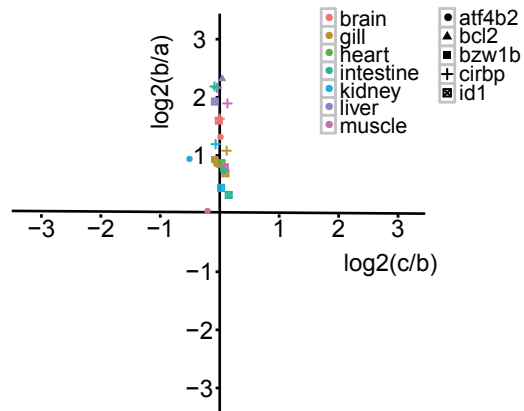

Figure S4

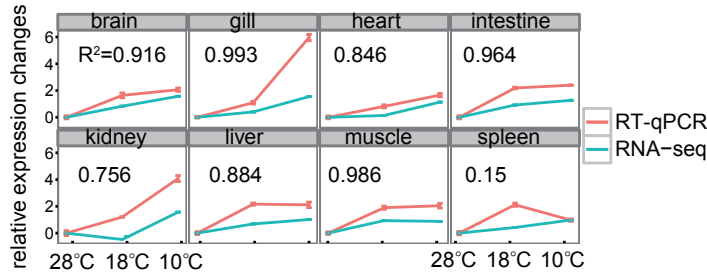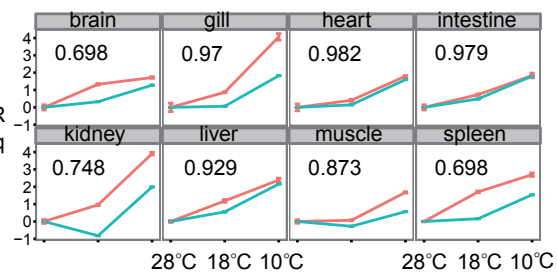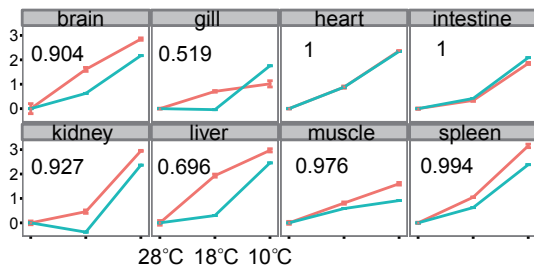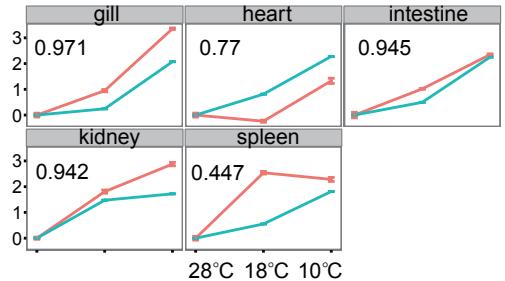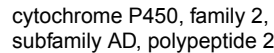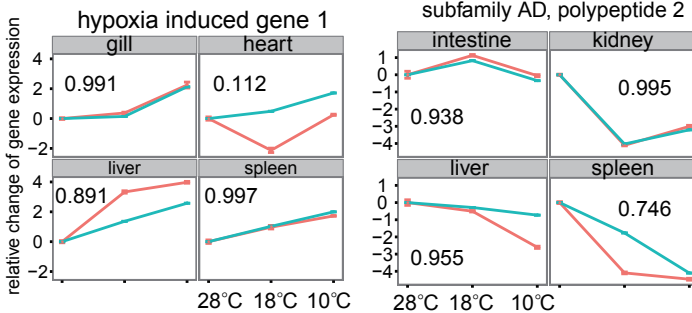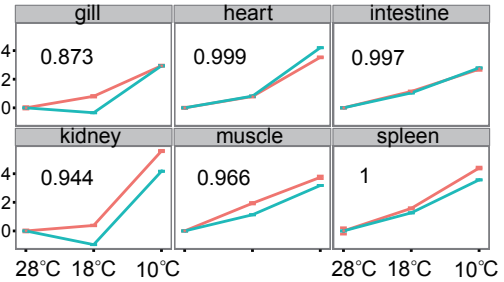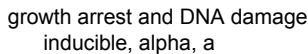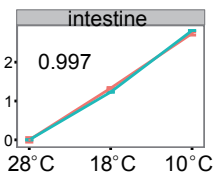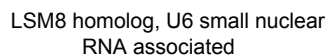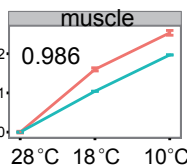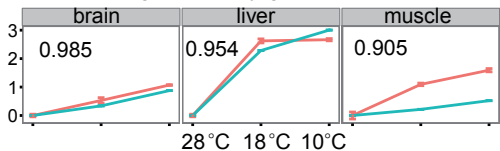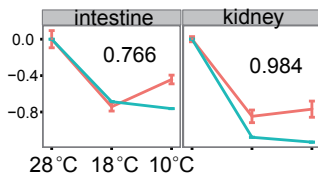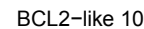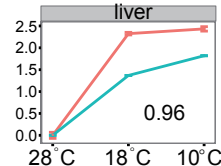

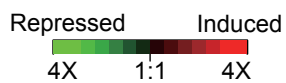

Figure S5

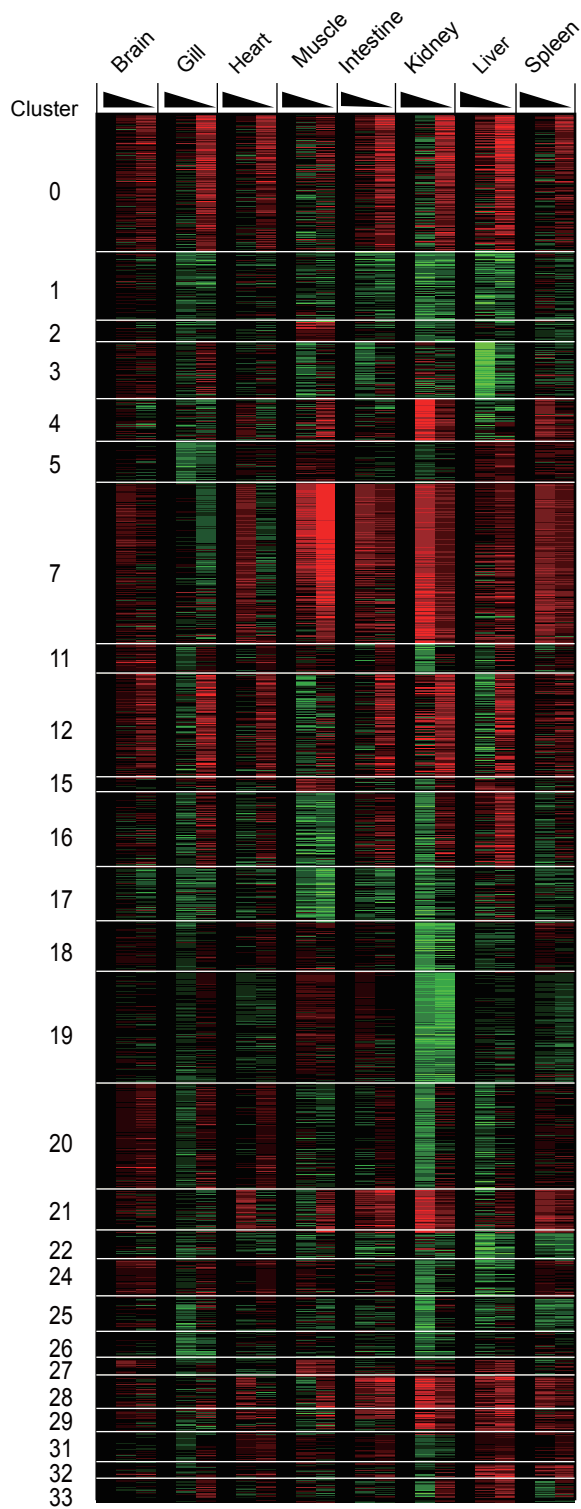

# Figure S6

## Cluster 1

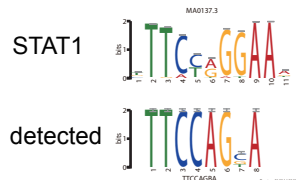

## Cluster 5

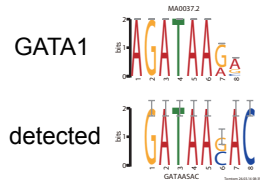

## Cluster 7

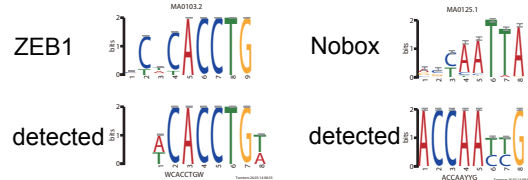

## Cluster 16

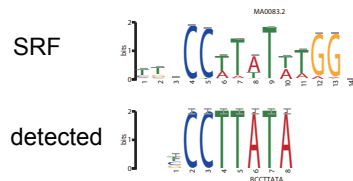

## Cluster 21

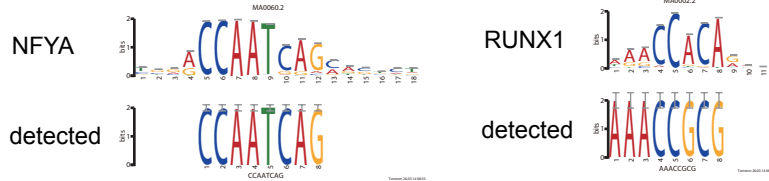

## Cluster 19

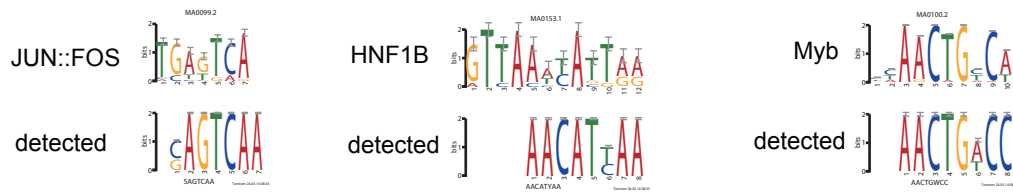

Figure S7

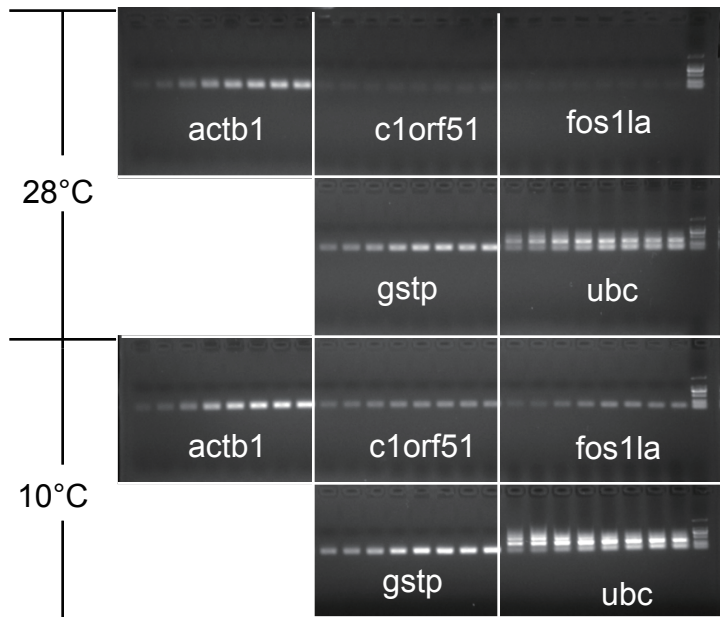

Figure S8

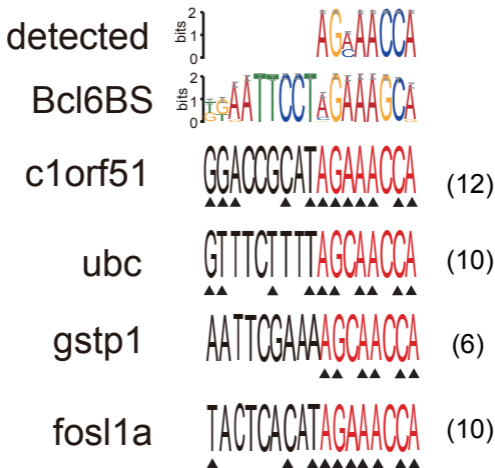

Figure S9

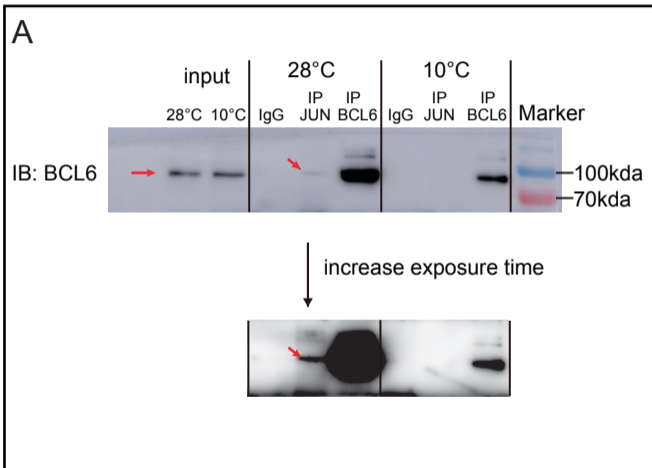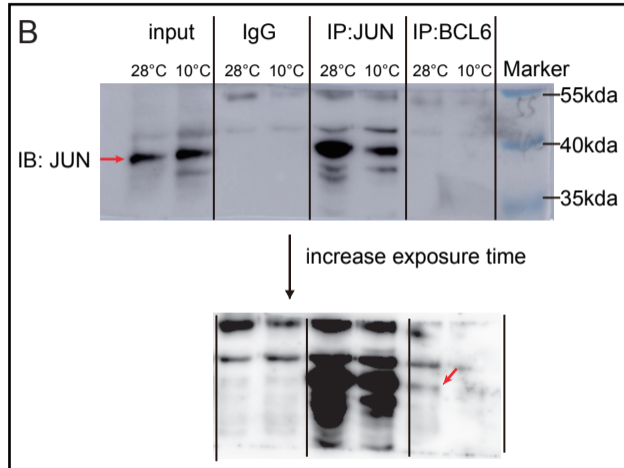

Figure S10

A

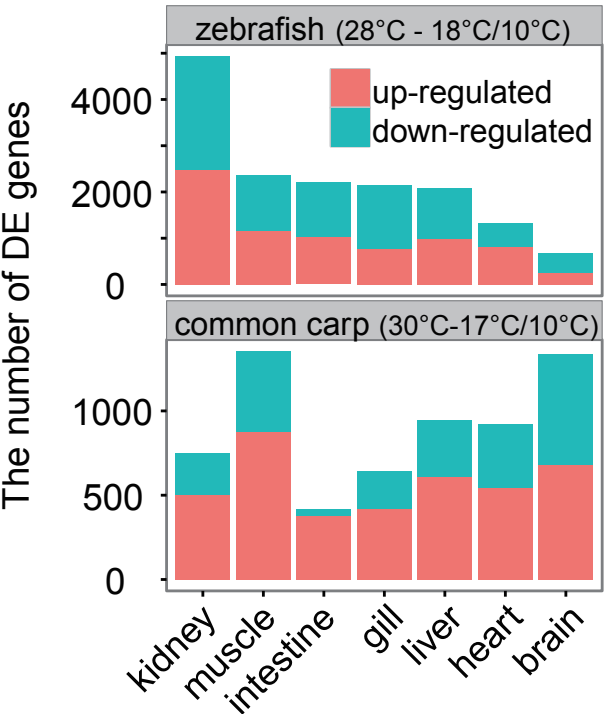

B

fish core set

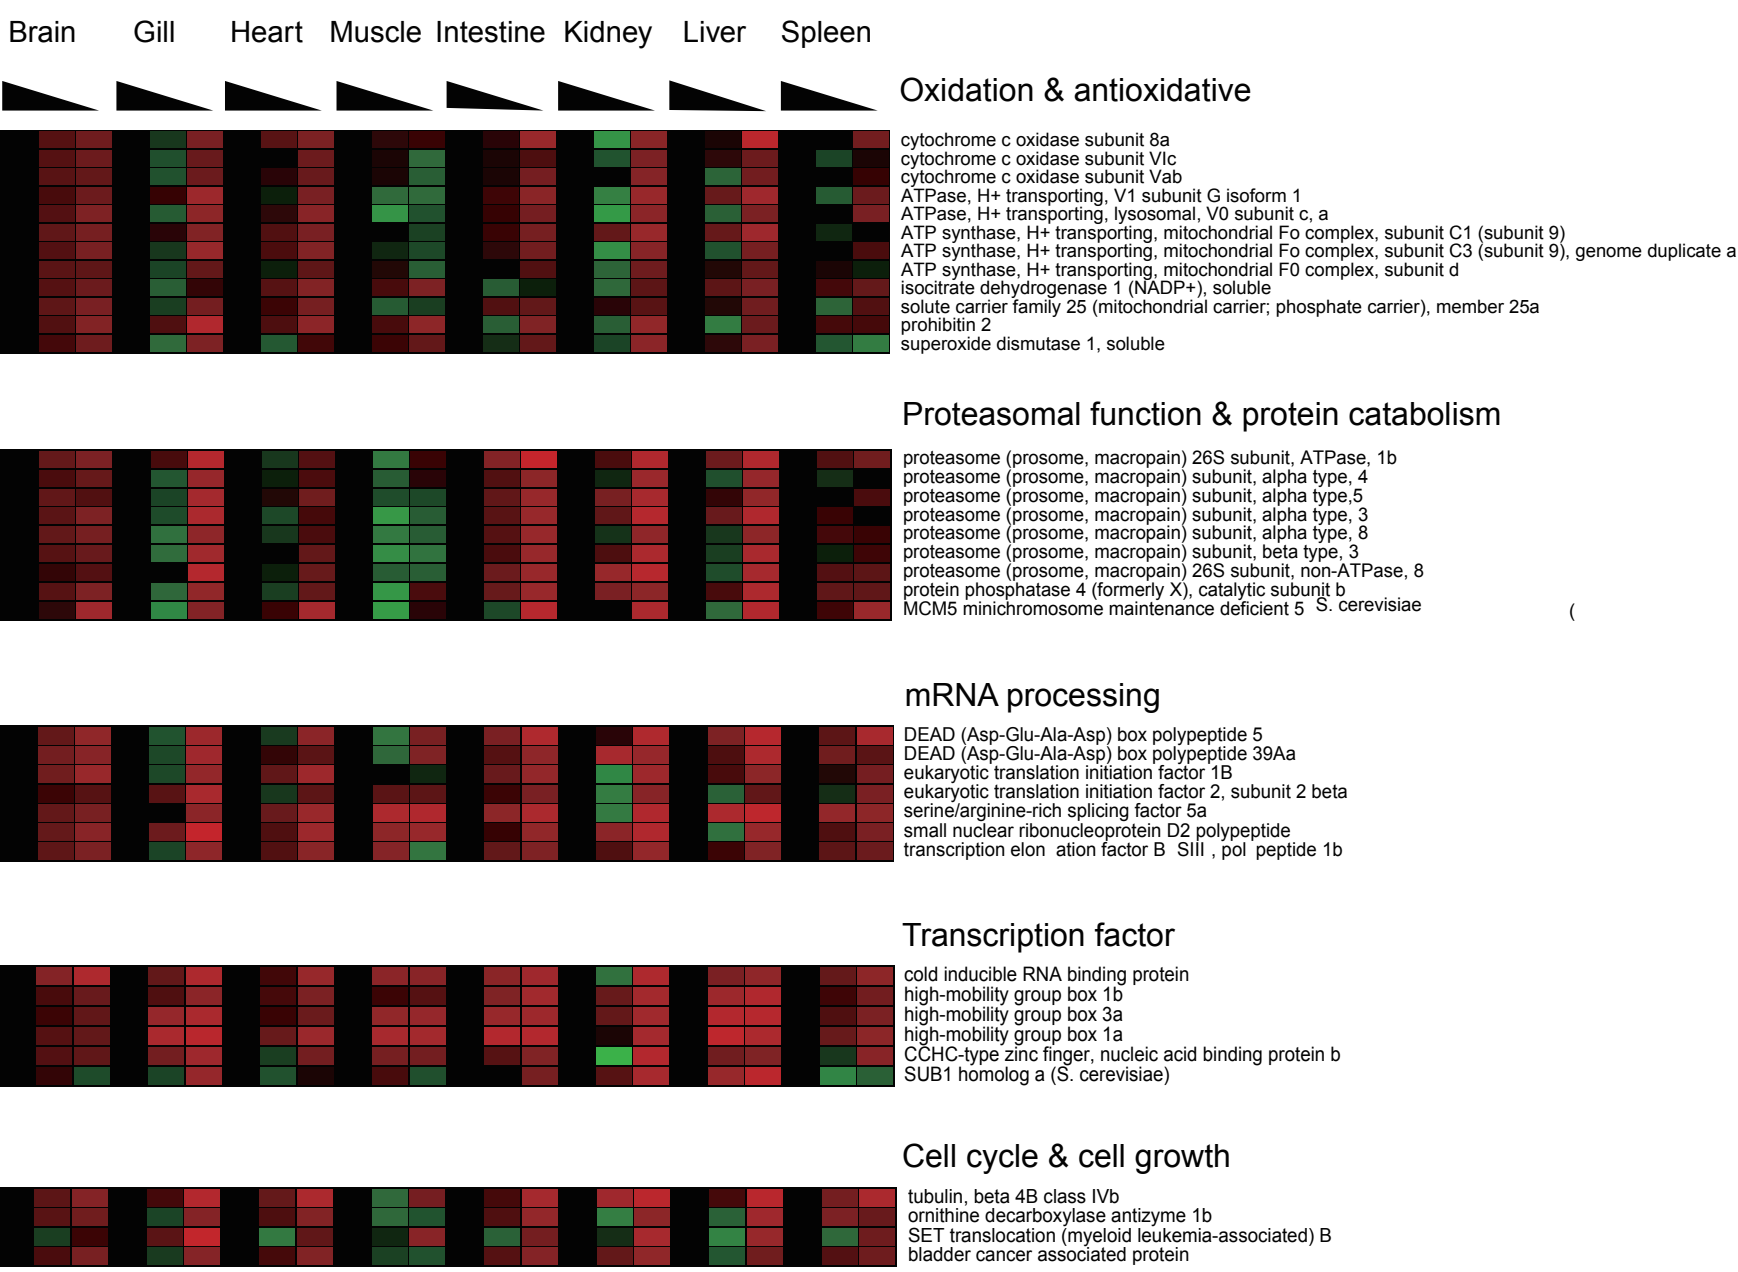

zebrafish core set

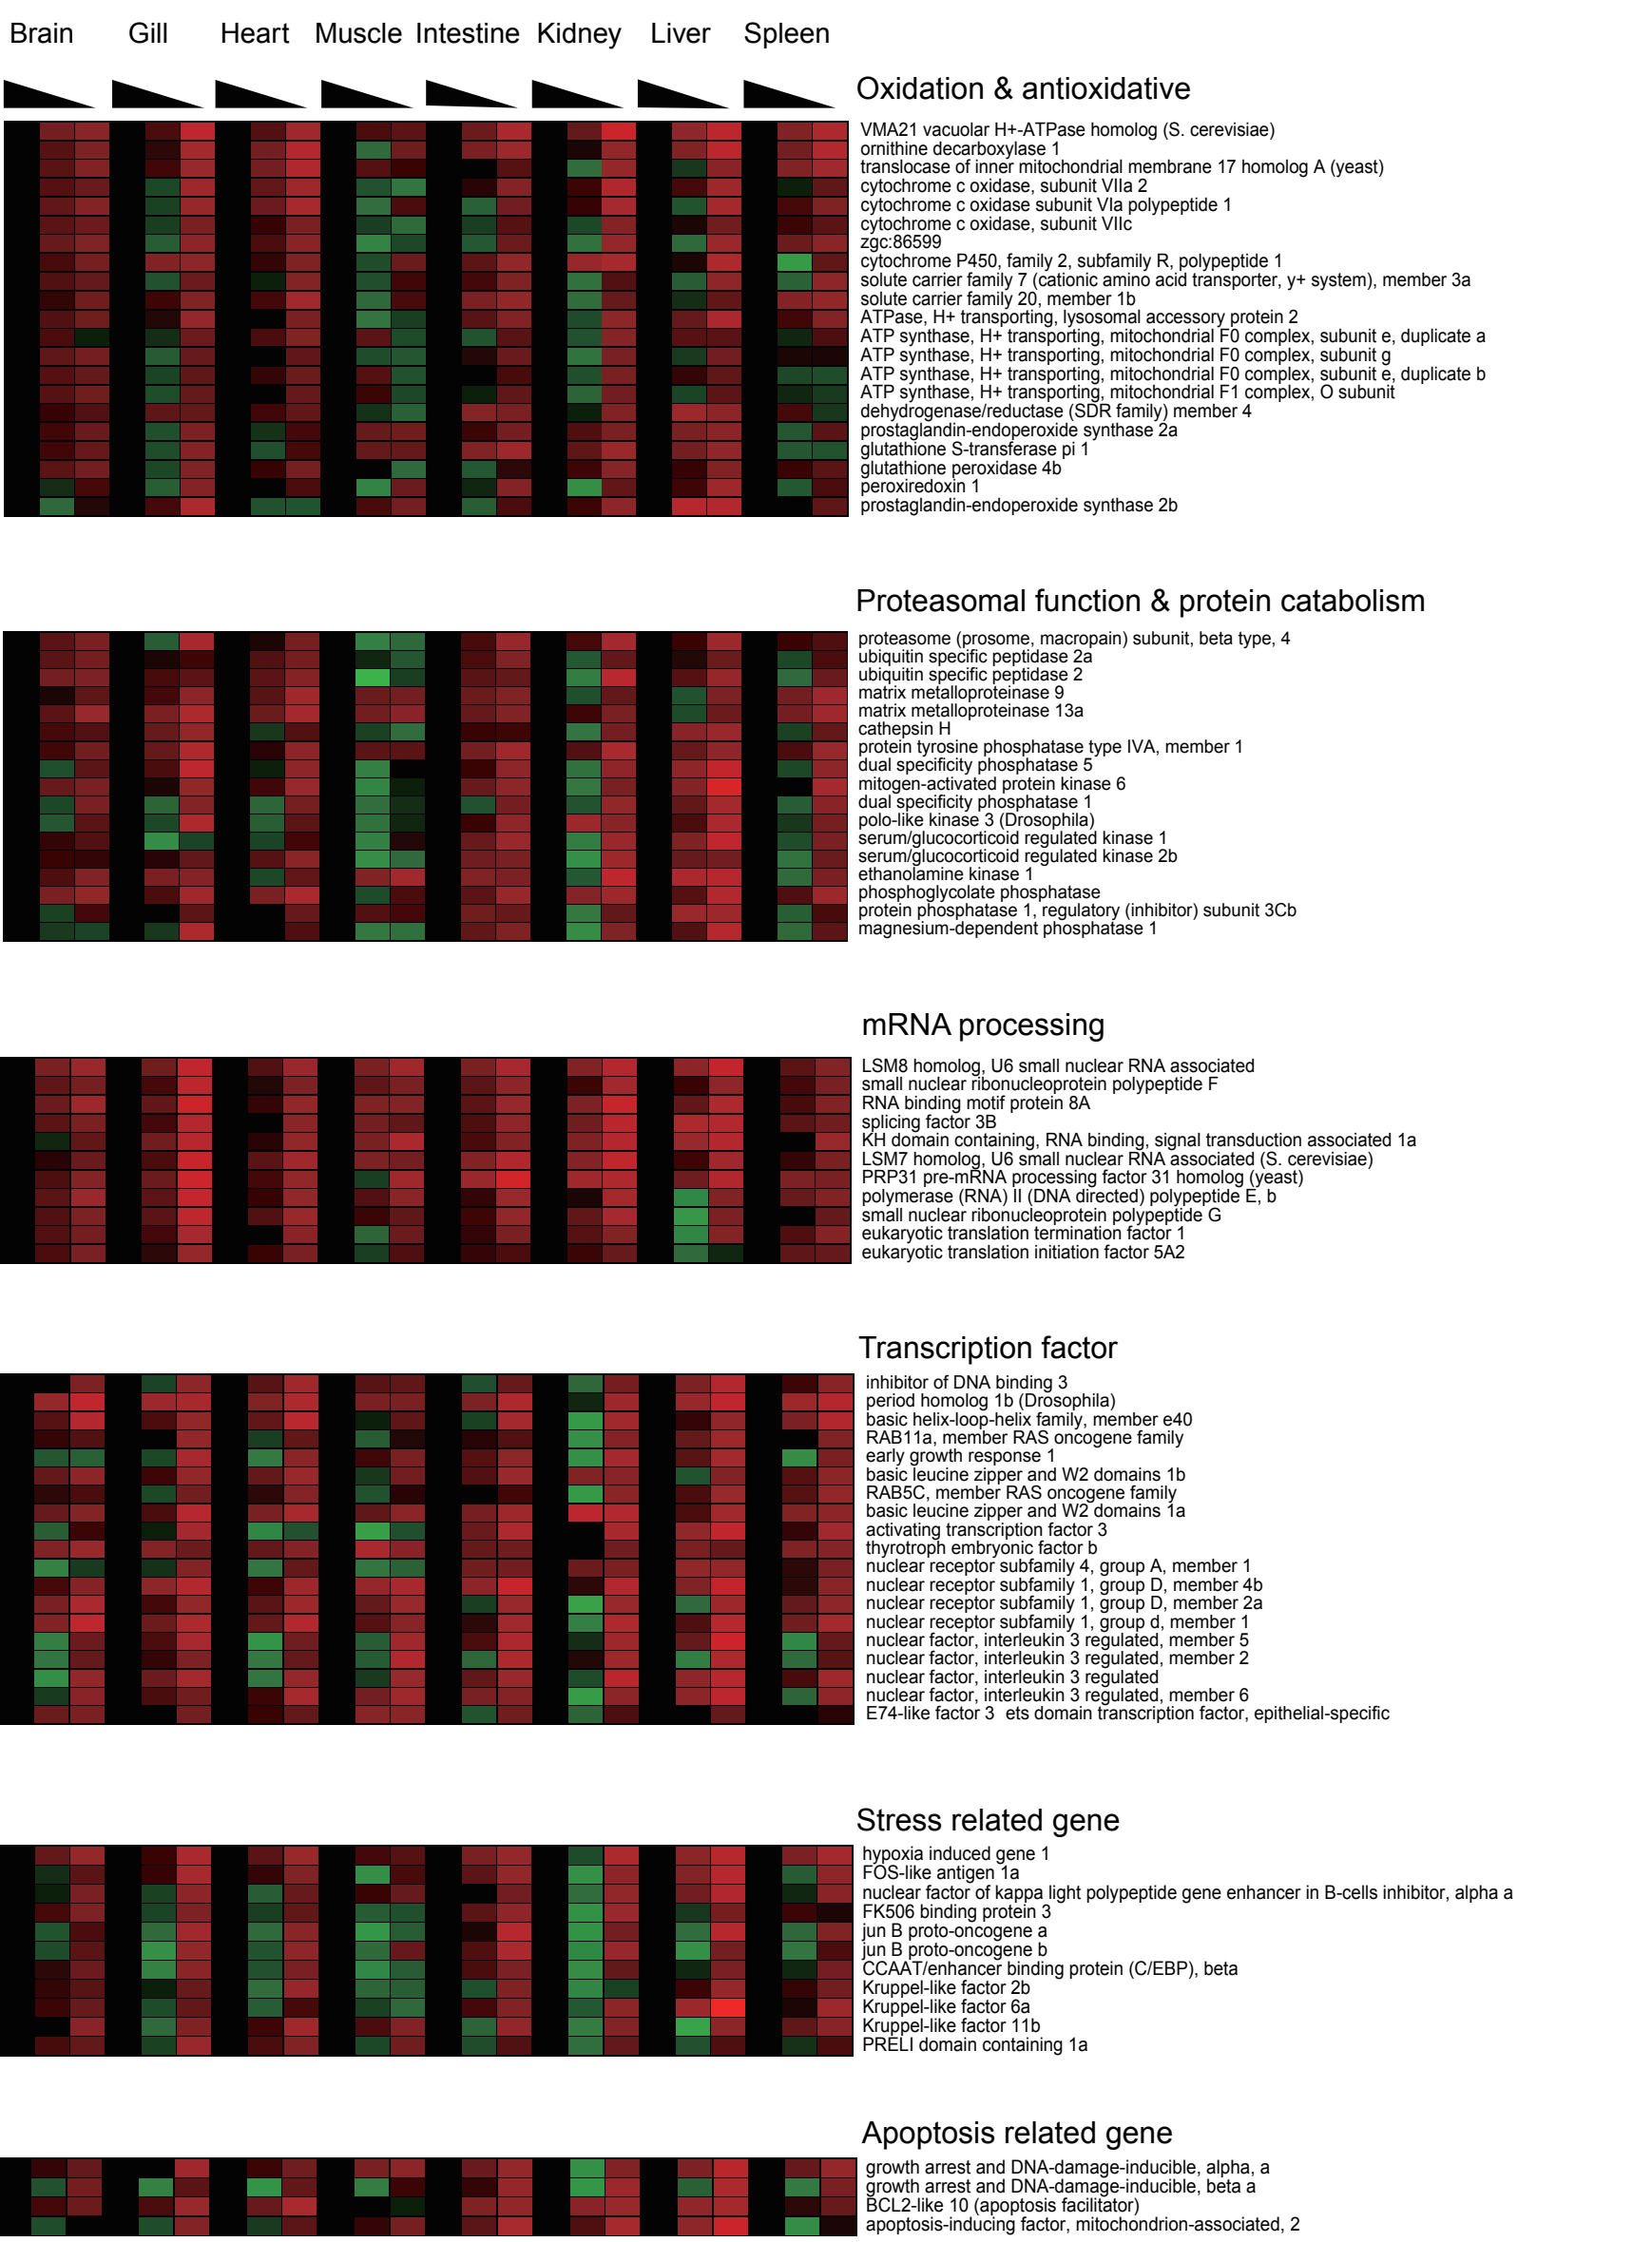

Previously undescribed set

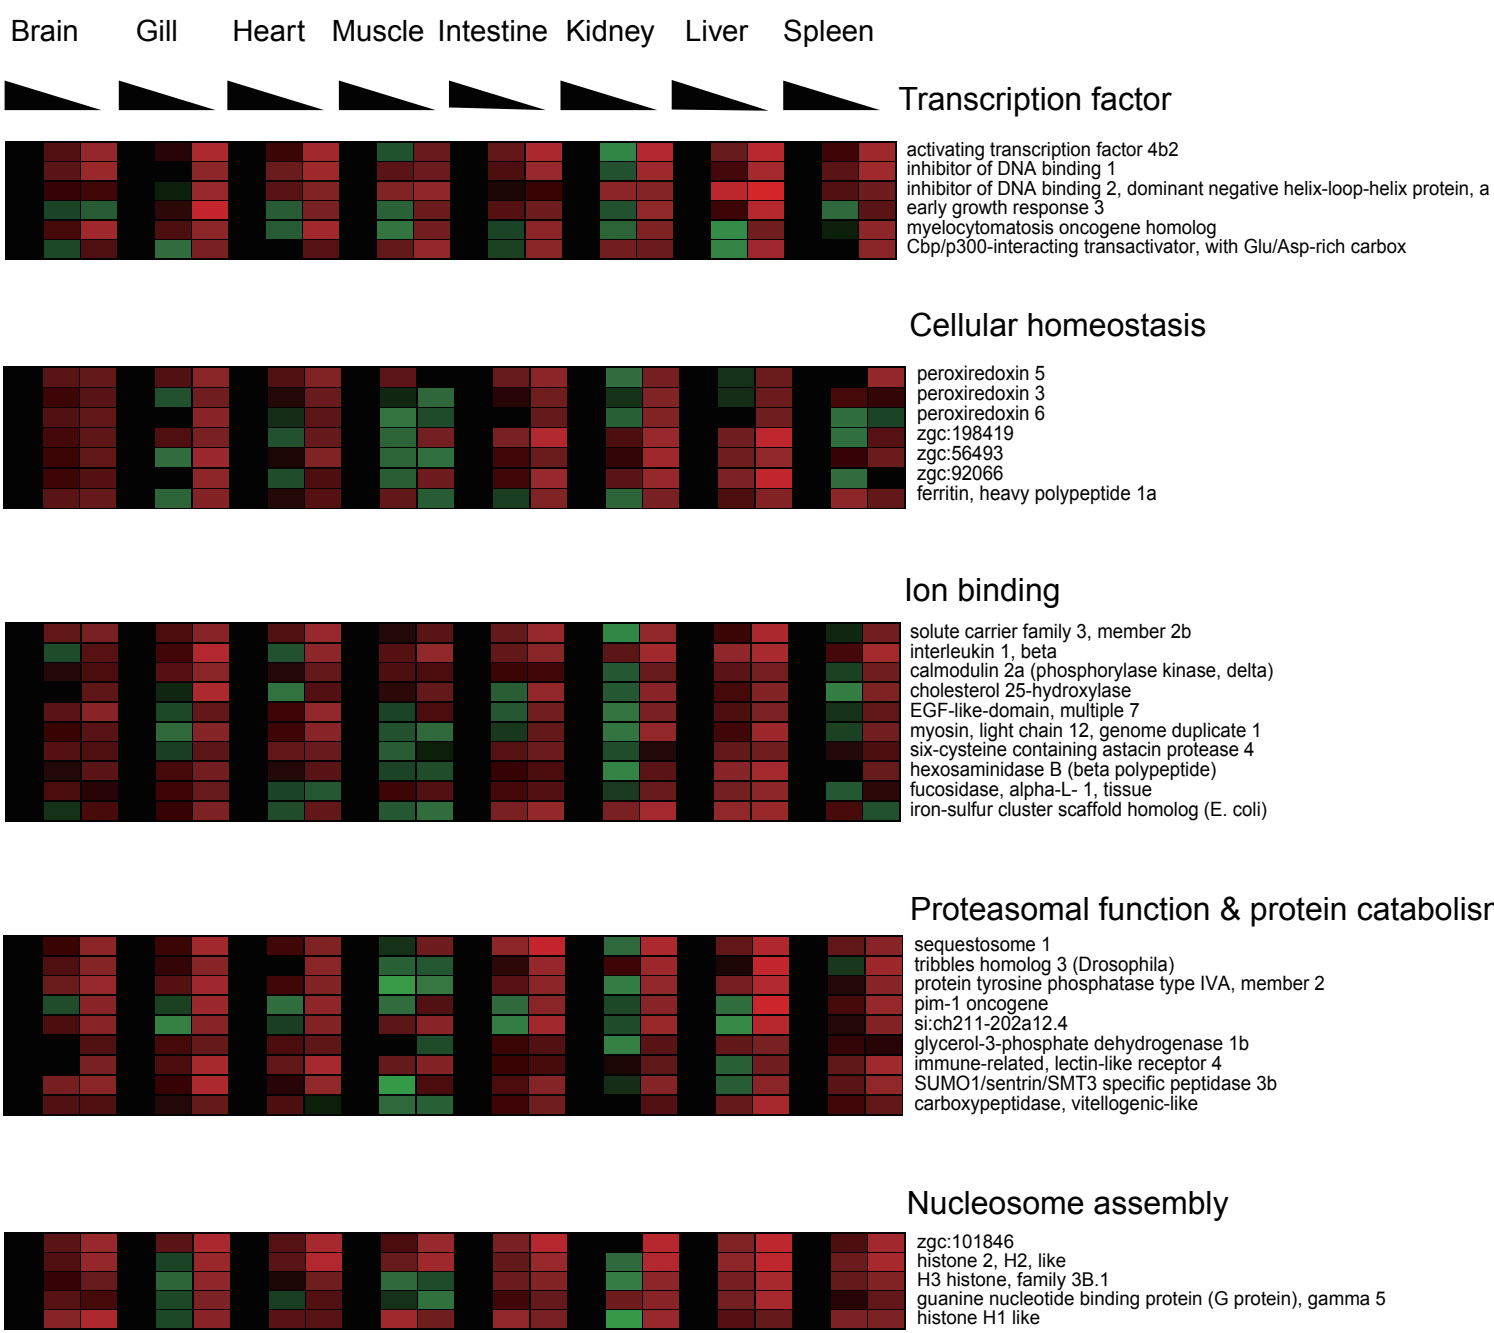

# Figure S11

| Category   | Latitude    | Species                                                                                                                          | # motif containing genes / orthologous |               |         |
|------------|-------------|----------------------------------------------------------------------------------------------------------------------------------|----------------------------------------|---------------|---------|
|            |             |                                                                                                                                  | BCL6                                   | AP1(JUN::FOS) | Total   |
| Sub-Arctic | 83°N - 35°N | Atlantic cod ( <i>Gadus morhua</i> ) 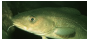         | 9/31                                   | 17/63         | 26/94   |
| Temperate  | 60°N - 40°N | Common carp ( <i>Cyprinus carpio</i> )        | 9/38                                   | 17/51         | 26/89   |
| Temperate  | 44°N - 40°S | Pufferfish ( <i>Tetraodon nigroviridis</i> )  | 12/32                                  | 14/57         | 26/89   |
| Tropical   | 32°N - 10°N | Tilapia ( <i>Oreochromis niloticus</i> ) 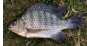     | 11/31                                  | 36/85         | 47/116  |
| Tropical   | 33°N - 8°N  | Zebrafish ( <i>Danio rerio</i> )               | 39/39                                  | 80/80         | 119/119 |

How the deposited data were processed for this re-analysis (not part of the article)

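RNA-Seq libraries of brain, gill, heart, intestine, kidney, liver, muscle and spleen at 28, 18 and 10°C were examined, 24 in all. Each held the pooled RNA of 20 fish of 6 months, with equal numbers of both sexes, kept for 12 h at the sampled temperature. There was 1 library per tissue and temperature, so no change within a tissue has a replicate check. The paper states that 8 libraries were sequenced on each of 3 lanes and its text does not name the lane of a library, so lane and temperature cannot be separated.

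The authors filtered the reads and mapped them with TopHat to the zebrafish genome of Ensembl release 72. They counted the reads per gene with HTSeq-count and deposited the values as RPKM. The paper states that genes with fewer than 5 reads were left out before the expression analysis. The deposited RPKM cover 22457 lines with 22417 gene identifiers, of which 38 are on more than 1 line. All 22457 lines are above 0 in at least 1 library and 22443 have at least 5 recovered reads in a library. The step between the RPKM of a gene is 1 read, so reads were recovered for 100% of the lines as the whole numbers behind them. The recovered totals ran from 7273579 to 15371062 per library. Sums of RPKM ran from 124588 to 1039956. The log2 of the deposited scale over total reads had an SD of 0.956 between libraries. Against total reads times a factor from the trimmed mean of M values (30% of M values and 5% of A values trimmed), the SD was 0.00852 with the 28°C spleen library as the reference and 0.0424 to 0.106 with the other references. Against median-of-ratios factors it was 0.118. Which software the authors used for this scale is not in the paper's text. Intervals of log2 ratios are 95% intervals from the recovered reads and cover counting error only, since duplicated reads are not independent molecules.

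Changes are differences of log2(RPKM + 1). The pseudocount of 1 was chosen because Supplementary Table S3 gives finite changes for genes without reads in a library. The values in that table turned out to be changes of log2 RPKM divided by the SD of the gene's 24 values: the median ratio to such values was 1.0, and 72.5% of 1415 genes lay within 1% of it. The table as read holds 1798 genes and pairs identifiers with descriptions. Symbols named in the paper were joined to identifiers through those descriptions, where a description matched a single gene. Identifiers without such a match are given by identifier and description.

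Genes with a change above 1 in size were counted in each tissue for 28°C compared with 18°C, 18°C compared with 10°C and 28°C compared with 10°C. The set of differentially expressed genes holds those with such a change and an adjusted p under 0.001 (0.1%) in at least 1 of the 24 comparisons, from two-sided Fisher's exact test with Benjamini-Hochberg adjustment. RPKM rounded to whole numbers stood in for reads in that test because the deposited unit is RPKM. The test compares 2 libraries and not 2 conditions. Genes of the set with the same sign of change at 10°C in all 8 tissues were counted as commonly changed. Kidney-repressed genes fell more than 2-fold in the kidney at 18 and 10°C and changed less than 2-fold in the other 7 tissues. They stand in for a cluster of the paper, whose memberships were not used here. Distances are Euclidean distances over the changes of all lines, and classical multidimensional scaling used 2 dimensions.

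Mean changes over the tissues were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend). The fit used log2(RPKM + 1) of all 24 libraries, with tissue as a block of 8 levels. Benjamini-Hochberg adjustment was over 22457 lines. This test uses tissues of the same fish as replicates. For comparison, the labels of 28°C and the cold temperature were exchanged within tissues in 100 of the 128 possible ways, the real labels included. Median changes of gene groups were placed among 10000 random lists of the same size, matched on mean expression in 20 bins. These groups come from the descriptions in Supplementary Table S3, which lists changed genes. Named genes are those the paper names in its text, Figure 3 or Figure 6A at the sentences concerned, and the 5 largest rises and 5 largest falls in the kidney at 18°C among genes of the set with an RPKM of at least 10 in either library. This rule, the tests and most alternatives were set before the data were examined. Symbols without a single match (bzw1b, qars, tuba8l, cyp1c1, c1orf51, gadd45ab, cebpb, atp5o, aif, cox5b, cox7a2a, junb, klf2 and fkbp25) are not reported.

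The steps were tested on simulated data. The recovery of reads returned 100% of 22457 genes up to a common factor, which was 1 for 99.96%. Fisher's exact test called 75.5% of 200 changed genes and 0 of 22257 unchanged genes. The limma fit called 83.0% of 200 genes given a change of 1 and 9 of 22257 others, with a median estimate of 0.99. The data simulated for Fisher's exact test held counting noise only, with no spread between pools, and changed genes above an expression floor. The changed genes for limma had an expression floor and a limit on their spread, with errors independent between tissues. These rates therefore do not carry over to the real libraries. Of 200 random lists, 5.5% fell outside the middle 95%, and 100% of raised lists fell above it.

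Alternatives were a pseudocount of 0.1, no pseudocount, a minimum RPKM of 1, RPKM rescaled by the median change of the 5136 genes with an RPKM of at least 1 in all libraries, a 4-fold threshold, Fisher's exact test on recovered reads, leaving out the 3 kidney libraries or each tissue in turn, and other definitions of the common and kidney-repressed genes. RPKM rescaled to total reads, log ratio tests with an assumed biological coefficient of variation of 0.2 or 0.4 and random lists drawn from Supplementary Table S3 were added after the data were seen. Marker lists were used where at least 80% of their symbols matched a single gene, which left the hepatocyte list, with 21 of 24 symbols. Motifs, clusters, the 36 h samples, qPCR, reporter and protein experiments were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.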

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

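The tests on liver-specific genes, on genes that rose in the kidney, on the kidney's lead without these genes, on the SD of the changes and on scaling to total reads were chosen only after the result was seen. For 46 results, the value of each of the 8 tissues was compared with the others, and in 11 the gap between the most extreme tissue and its nearest neighbour exceeded Dixon's 95% critical value for 8 values. By chance this happens for about 1 in 20 results, which is 2.3 of 46. Of the 11 results, 7 concern the kidney.

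The kidney was far from the other tissues in its number of genes with a more than 2-fold difference at 28°C compared with 18°C, 4618 against 2157 in the next tissue, the liver, and in its distance at 18°C, 155 against 89.7. The median change of the 5136 genes with an RPKM of at least 1 in all libraries was 0.05 in the kidney at 18°C, and rescaling by the library medians, which removes no more than this shift, left 4584. With RPKM scaled to total reads the number was 7887, of which 7465 rose and 422 fell. That scale moves most kidney genes the same way, so this number alone does not test the scale. A shift of scale common to all genes would leave the spread of the changes small. The SD of the kidney changes at 18°C was 1.03, with at most 0.60 in the other tissues, both on the authors' scale and after rescaling by the library medians, and it was 1.18 with at most 0.57 for total reads. A common shift of scale does not account for this spread. With 581 liver-specific genes and genes with the profile of zona pellucida genes left out in every tissue, the number of genes was 4067, against 2032 in the liver and 61 in the brain. The genes left out are fewer than the kidney's lead over the liver, so the lead could not have disappeared, and this value does not test whether RNA of other cells produced it. A response of the kidney to 18°C remains a candidate explanation, but it cannot be told apart from RNA of other cells or a difference between the pools or lanes, which 1 library per condition leaves untested.

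Genes that are high in the liver fell in the kidney more than in any other tissue. The median kidney change was −4.25 at 18°C and −4.06 at 10°C for 10 serpins, −4.05 at 10°C for 12 apolipoproteins, and −5.82 and −6.56 for 21 hepatocyte markers, a list written before the test that shares serpina1, serpina1l and apoa2 with the other 2 groups. The nearest other tissue had −0.68 and −1.61 for serpins, −1.37 for apolipoproteins and −0.78 and −1.33 for hepatocyte markers. The kidney medians of the hepatocyte markers were −5.86 and −6.66 after rescaling by the library medians. Liver RNA in the 28°C kidney pool was tested as an explanation. Of the 21 markers, 20 fell more than 2-fold in the kidney at 18°C and 19 at 10°C. At 10°C hp changed by −0.49 and cpn1 by −0.74. The kidney RPKM of cpn1 was 47.3 at 28°C, 6.56 at 18°C and 27.9 at 10°C. Across the 21 genes, the kidney RPKM loss from 28 to 18°C correlated with the 28°C liver RPKM, both as log10 (Pearson's r of 0.942). The marker hp goes against carried-over liver RNA: its RPKM was 88.6 in the liver and 0.888 in the kidney at 28°C, a log2 ratio of −6.64, while the ratios of the other 20 lay between −3.48 and −2.12. The same was tried on 349 genes chosen without the kidney libraries, with an RPKM of at least 20 in the 28°C liver and at least 20 times that of the 28°C brain, gill, heart and muscle. Their log2 RPKM in the 28°C kidney and liver libraries had a correlation of 0.903 across genes. The log2 ratio of kidney to liver had a median of −2.81 at 28°C, with quartiles of −3.27 and −2.39, and medians of −7.51 at 18°C and −7.30 at 10°C. Genes are not independent replicates, so no p-value is given. Apart from hp, both tests fit liver RNA in the 28°C kidney pool, which is a hypothesis. This hypothesis leaves the kidney value of cpn1 at 10°C unexplained. In the liver itself the 21 markers had a median change of −0.59 at 18°C, and 4 of them fell more than 2-fold. A fall of the kidney's own expression in proportion to liver expression was not tested and would need a second pool.

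Supplementary Table S3 describes 14 genes as zona pellucida genes, which the paper's text does not discuss, although zp3b appears in Figure 6A. Their mean change was 5.41 in the kidney at 18°C, where mean RPKM went from 9.40 to 456, and 5.85 in the muscle at 10°C, where it went from 0.196 to 83.5. All 14 rose in both. At 18°C the mean change was also 3.03 in the spleen, 2.25 in the heart, 2.24 in the muscle and 2.14 in the intestine. It was 0.81 in the brain, 0.81 in the liver and 0.35 in the gill. At 10°C it was 2.99 in the kidney, 2.2 in the spleen, 1.75 in the liver, 1.17 in the intestine and 0.34 in the brain. The heart and gill went the other way at 10°C, with −0.15 (6 of 14 genes rising) and −0.96 (1 of 14). RNA of ovary or testis in the pools could not be tested with the marker lists written at the start, since only 65.4% of the oocyte markers and 5.0% of the testis markers matched a single gene, against 80% needed. Another test took the 2429 genes that rose more than 2-fold in the kidney at 18°C and lay outside the zona pellucida profile (a correlation above 0.8 with the mean of these genes over the 21 other libraries). In the other 7 tissues at 10°C their median change followed the zona pellucida change, with Pearson's r of 0.961 (exact two-sided permutation p = 0.00179, adjusted p = 0.00716) and Spearman's rho of 0.929 (exact p = 0.00675, adjusted p = 0.0135), and r was 0.892 without the gill and muscle. At 18°C r was 0.702 (exact permutation p = 0.0329, adjusted p = 0.0439) and rho was 0.75 (exact p = 0.0663, adjusted p = 0.0663), with r of 0.714 without the brain and gill, so the relation at 18°C is open. The requirement that both coefficients pass an adjusted p of 0.05 was added after these values were seen, and with Pearson's r alone the relation at 18°C would pass. Adjustment was over the 4 relations. The size of these median changes was small outside the kidney, at most 0.40 in the muscle at 10°C and 0.47 in the spleen at 18°C. RNA of cells with zona pellucida transcripts in some cold pools may explain part of the rises, as a hypothesis. Lanes could not be examined, and no biological explanation was tested.

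Of 29 genes compared over the tissues at 10°C, 4 had a tissue far from the others: actb1 with 1.66 in the liver (nearest 0.06), id1 with 0.90 in the muscle (nearest 1.75), cox7c with −0.62 in the muscle (nearest 0.46) and hig1 with 0.43 in the muscle (nearest 1.54). No technical or biological explanation was tested for these. The median change of the 5136 genes with an RPKM of at least 1 in all libraries was −0.12 in the muscle and 0.12 in the liver at 10°C.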

How the results depend on the processing

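Scaling to total reads, the log ratio tests and random lists from Supplementary Table S3 were chosen only after the results were seen. Numbers of genes with a more than 2-fold difference depended on the pseudocount. With 0.1 the sum over the 24 comparisons was 109269, the kidney had 8667, 7841 and 5013 and the brain had 865, 1387 and 2389 (28°C compared with 18°C, 18°C with 10°C and 28°C with 10°C). Without a pseudocount the sum was 172276, with 11759, 11207 and 8064 in the kidney and 2991, 3922 and 5049 in the brain. At a 4-fold threshold the sum was 6406, with 1270, 651 and 482 in the kidney and 5, 15 and 27 in the brain. RPKM rescaled to total reads gave 7887 and 5265 in the kidney at 28°C compared with 18°C and with 10°C, and 171, 324 and 832 in the brain. Rescaling by the library medians kept all kidney and brain numbers within 1.5 times. A minimum RPKM of 1 was no test, since a gene counted with a pseudocount of 1 always passes it. The kidney ranked 1 at 28°C compared with 18°C and at 18°C compared with 10°C, and the brain ranked 8 in each comparison, under the other 5 alternatives. At 28°C compared with 10°C the kidney ranked 4, and 1 at the 4-fold threshold and with total reads. Of the 18 counts in the other 6 tissues, all moved with either pseudocount or the 4-fold threshold, 4 with total reads and 0 with rescaling by the library medians. Kidney genes with opposite changes numbered 5177 with a pseudocount of 0.1 and 3955 with total reads, 3867 of which first rose. The cause was not tested.

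The set of 2065 genes became 10312 with Fisher's exact test on recovered reads. Log ratio tests with an assumed biological coefficient of variation of 0.2 and 0.4 gave 5734 and 950. A planned exact test with the same assumptions was not run. Without a pseudocount the set held 2070 genes, and without the kidney libraries 1407. With 1 library per condition, the spread between fish is unknown, and the size of the set depends on what is assumed about it.

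Of the 255 commonly rising and 50 commonly falling genes, 73 and 4 remained with a change of more than 0.5 in all 8 tissues, and 34 and 8 with the same sign at 18 and 10°C. Rescaling by the library medians gave 77 falls, and total reads gave 27. The 9 kidney-repressed genes became 317 without the limit in other tissues, and 2 when the 28°C liver RPKM had to be under 10 times the 18°C kidney RPKM. The cause was not tested.

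At 10°C the number of lines past an adjusted p of 0.05 in the limma fit was 3121, stayed within 1.5 times of it with a pseudocount of 0.1, rescaling by library medians and an RPKM of at least 1 in 8 libraries, and was 964 with total reads. It ran from 1899 to 3067 across the 8 fits that each left out a tissue. At 18°C the number was 16, and 43 with a pseudocount of 0.1, 39 after rescaling by library medians, 48 with the RPKM minimum and 0 with total reads, where 1766 lines had an unadjusted p under 0.05. It ran from 0 to 5 across the 8 fits without a tissue, with 2346 to 3234 lines at an unadjusted p under 0.05. The cause was not tested. With the labels exchanged within tissues, 1 of 100 label sets, the real one, gave as many lines at 10°C, and the next gave 1111. At 18°C also 1 of 100, the real one, gave as many, and the next gave 1.

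Distances moved with a pseudocount of 0.1 in 14 of 16 cases. They stayed within 1.5 times with the other 3 alternatives. Under the 4 alternatives tried, the comparisons with random lists kept their side of the threshold for the synthetases in the liver at 18 and 10°C and for the serpins, apolipoproteins and hepatocyte markers in the kidney at 18°C. The number of tissues in the top 2.5% at 10°C stayed at 4 for the proteasome subunits and 1 for the oxidative phosphorylation genes. Other tissues and temperatures crossed the threshold in some cases: at 18°C the number for the oxidative phosphorylation genes went from 1 to 0 with a pseudocount of 0.1. Of the 57 named-gene results, 11 moved and 1 became stronger with a pseudocount of 0.1, 1 moved and 1 became weaker with rescaling by library medians, and 25 moved, 4 became weaker and 2 reversed with total reads. The reversed ones were the mean change of actb2 at 10°C, 0.01, and the kidney change of slc4a1a at 18°C, 0.75. The cause was not tested. Depth limits the changes of genes with few reads: that of ENSDARG00000094960 in the kidney at 18°C rests on 1 read at 28°C, and the 95% interval of its log2 ratio was 9.18 to 16.96. The motif comparison with its alternatives was not run, since no genome sequence was used here.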

Differences from the paper's values

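In the brain, 81 genes differed more than 2-fold at 28°C compared with 18°C against the paper's 146, 146 at 18°C compared with 10°C against the paper's 314, and 366 at 28°C compared with 10°C against the paper's 573. Of the alternatives set before the data were examined, rescaling by the library medians brought the third number, 390, within 1.5 times of the paper's, and none did for the other 2. With RPKM rescaled to total reads, an alternative chosen after seeing the values, the numbers were 171, 324 and 832, each within 1.5 times of the paper's.

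In the liver, 2157 genes differed more than 2-fold at 28°C compared with 18°C against the paper's about 980 in Supplementary Figure S3A, read by eye, 2196 at 18°C compared with 10°C against the paper's about 1300, and 2558 at 28°C compared with 10°C against the paper's about 1500. In the heart, 396 genes did at 28°C compared with 18°C against the paper's about 640. None of the alternatives set before the data were examined brought these within 1.5 times. With RPKM rescaled to total reads, chosen after seeing the values, the heart number was 483 and the liver numbers at 18°C compared with 10°C and 28°C compared with 10°C were 987 and 1998, within 1.5 times of the paper's, while 1657 at 28°C compared with 18°C was not.

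Commonly repressed genes numbered 50 against the paper's 121, and none of the alternatives set before the data were examined came within 1.5 times. The nearest was 77 after rescaling by the library medians. Kidney-repressed genes numbered 9 against the paper's 188 in Cluster 19. The number without a limit in the other tissues was 317, and no alternative came within 1.5 times. The paper's 121 and 188 are sizes of clusters from fuzzy k-means. The numbers here count genes by the sign of their changes or by 2-fold limits, so the measures are unlike.

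The paper names the kidney as the tissue with the most DEGs, at other stringency levels too. At 28°C compared with 10°C it ranked 4 here, with 1986 genes against 2558 in the liver. At the 4-fold threshold, set before the data were examined, and with total reads, chosen after seeing the values, it ranked 1 in all 3 comparisons, and its sum over the 3 comparisons ranked 1 under all settings tried. In the paper's order of tissues the liver comes after the muscle, intestine and gill, and here its sum of 6911 genes came after that of the kidney alone. At the 4-fold threshold it came after the kidney and muscle. After rescaling to total reads, chosen after seeing the values, it came after the kidney, gill, spleen, muscle and intestine. The paper names the kidney, liver and intestine as the tissues with the most extensive changes at both temperatures. Here the distance of the muscle, 88.7 at 18°C and 111 at 10°C, exceeded that of the intestine, 65.3 and 94.3, as did the spleen at 18°C with 78.5. The paper states that, in general, the tissues other than the kidney changed more at 10°C. In the plane of the scaling here the spleen lay 47.9 away at 18°C and 32.5 at 10°C, while over all lines it was farther at 10°C. The paper describes up- and down-regulated genes as about equal in number in almost all tissues, and here the ratio at 28°C compared with 10°C was 0.951 in the muscle, 1.02 in the spleen, 1.18 in the intestine, 1.31 in the kidney, 1.37 in the gill, 1.63 in the liver, 1.67 in the brain and 2.3 in the heart. After rescaling by the library medians these ratios were 1.32, 0.776, 1.05, 0.647, 0.533, 1.17, 0.632 and 0.922 in the same order, and with a pseudocount of 0.1, 823 genes rose and 1566 fell in the brain, and the ratio in the other 7 tissues lay between 0.655 in the gill and 1.33 in the liver. At 28°C compared with 18°C it was 0.25 in the gill and 4.40 in the brain. These became 0.407 and 2.7 after rescaling by the library medians, and 1.57 and 2.98 with total reads, chosen after seeing the values. Total reads moved other ratios farther from 1. At 28°C compared with 10°C they gave 13.8 in the kidney, 36.7 in the liver and 3.27 in the muscle. The ratios of the other tissues then lay between 0.367 in the spleen and 0.593 in the intestine.

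Some genes that the paper lists among commonly induced or repressed genes did not change in the same direction in every tissue at 10°C. In the muscle the change was −0.39 for gpd1b, −0.62 for cox7c, −0.35 for atp5l, −0.18 for atp5ia, −0.32 for atp5ib and −0.52 for gpx4b. The heart had −0.22 for snrpc and −0.35 for ptgs2b, and the spleen had −0.33 for gstp1 and −0.29 for atp5ib. The brain had −0.03 for atp5ia and 0.13 for faxdc2. The median change of cox6a1, cox7c, atp5ia, atp5ib and atp5l was lowest in the muscle, at −0.32. With total reads, chosen after seeing the values, this median was above 0 in every tissue but the spleen, where it was −0.15. The genes fosl1a and prpf31 rose in all 8 tissues but were outside the set of 2065 genes. The genes atp5ia, eprs, tars and sars, also named in the paper, were outside that set as well. With Fisher's exact test on recovered reads, an alternative set before the data were examined, all of these genes but sars were in the set. The paper used beta-actin as an internal control because its expression varied relatively little with temperature in the RNA-Seq data, and here the change of actb1 at 10°C ran from −1.33 in the muscle to 1.66 in the liver. Figure 3 shows vtg2 in a cluster described as repressed in the kidney and induced in the liver. Vitellogenin 2 (ENSDARG00000055809) fell by 11.66 in the kidney at 18°C, and its liver change was −1.48 at 18°C and −1.5 at 10°C.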

Other observations

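The values on vitellogenin, liver-specific and zona pellucida genes were chosen only after the result was seen, and no explanation is given for them. The list of clock genes that follow E-box drive was to be tested for a shift of circadian phase across tissues, with a list written at the start. Since 40.0% of its symbols matched a single gene, against 80% needed, the test was not made.

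The 4 vitellogenin genes of Supplementary Table S3 had a mean RPKM of 76000 in the 28°C liver library, 28000 at 18°C and 28900 at 10°C. In the kidney the mean RPKM was 10400 at 28°C, 2.70 at 18°C and 9.35 at 10°C. In the spleen it was 289 at 28°C, 9530 at 18°C and 3440 at 10°C, and in the intestine it was 1080, 2650 and 1650. The median log2 ratio to the liver over the 349 liver-specific genes was −1.37 in the spleen at 28°C, −1.90 at 18°C and −2.32 at 10°C, with correlations across genes of 0.76, 0.92 and 0.89.

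Of the 1957 genes that fell more than 2-fold in the kidney at 18°C, 317 were among the 349 liver-specific genes, 90.8% of which fell. Of the 2661 genes that rose more than 2-fold, 232 had the zona pellucida profile, with a median change of 4.33.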
